# Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs

**DOI:** 10.1038/s43018-022-00353-6

**Published:** 2022-04-25

**Authors:** Tsunaki Hongu, Maren Pein, Jacob Insua-Rodríguez, Ewgenija Gutjahr, Greta Mattavelli, Jasmin Meier, Kristin Decker, Arnaud Descot, Matthias Bozza, Richard Harbottle, Andreas Trumpp, Hans-Peter Sinn, Angela Riedel, Thordur Oskarsson

**Keywords:** Breast cancer, Cancer microenvironment, Metastasis, Cancer

## Abstract

Disseminated cancer cells frequently lodge near vasculature in secondary organs. However, our understanding of the cellular crosstalk invoked at perivascular sites is still rudimentary. Here, we identify intercellular machinery governing formation of a pro-metastatic vascular niche during breast cancer colonization in the lung. We show that specific secreted factors, induced in metastasis-associated endothelial cells (ECs), promote metastasis in mice by enhancing stem cell properties and the viability of cancer cells. Perivascular macrophages, activated via tenascin C (TNC) stimulation of Toll-like receptor 4 (TLR4), were shown to be crucial in niche activation by secreting nitric oxide (NO) and tumor necrosis factor (TNF) to induce EC-mediated production of niche components. Notably, this mechanism was independent of vascular endothelial growth factor (VEGF), a key regulator of EC behavior and angiogenesis. However, targeting both macrophage-mediated vascular niche activation and VEGF-regulated angiogenesis resulted in added potency to curb lung metastasis in mice. Together, our findings provide mechanistic insights into the formation of vascular niches in metastasis.

## Abstract (web summary)

Hongu et al. find that perivascular macrophages stimulate activation of the pro-metastatic vascular niche via tenascin C stimulation of TLR4 and show that combined TLR4 and VEGF inhibition prevents TNC-mediated metastatic vascular activity.

## Main

When cancers progress to metastasis, interactions between disseminated cancer cells and nontransformed cells of the microenvironment play an important role^1^. Crosstalk between disseminated cancer cells and stromal cells of secondary organs can result in the generation of metastatic niches that promote malignant growth^2,3^. Endothelial cells are frequently prominent within the stroma of both primary tumors and metastases; they form the inner cell layer of vasculature, such as blood vessels that are crucial for cancer growth by delivering nutrients and other essentials to tumors^4^. Vascular endothelial growth factor is a central promoter of angiogenesis, the formation of new blood vessels from pre-existing ones, by induction of endothelial cell proliferation, migration and survival^5^. This can lead to increased vascular permeability and sprouting by activating tip cells of established vessels^4^. Recent findings indicate that blood vessels can have substantial impact on metastatic progression that extends beyond nutrient delivery^6^. Studies have shown that disseminated cancer cells associate with vasculature at metastatic sites, and suggest that enhanced adhesion and crosstalk with ECs regulate phenotype and function of cancer cells in metastasis^7–9^.

In this study, we analyzed interactions between breast cancer cells and ECs in the lung during metastatic progression. We identified components of a pro-metastatic vascular niche that are independent of VEGF signaling and support stem cell properties and survival of disseminated cancer cells. Exploring the regulatory mechanisms of vascular niche formation, we found that it was not directly induced by cancer cells but required metastasis-associated macrophages as intermediates. Perivascular macrophages, activated by the extracellular matrix protein TNC via TLR4, promote the formation of a vascular niche by secreting NO and TNF to induce expression of niche components in ECs. The results reveal a critical crosstalk within vascular niches, and underscore the importance of extracellular matrix proteins as regulators of the microenvironment in metastasis.

## Results

### Molecular reprogramming of ECs in lungs harboring metastases

To investigate the molecular changes in ECs during metastatic colonization, we isolated ECs from lungs of mice that had been intravenously injected with MDA231-LM2 breast cancer cells, a highly metastatic derivative of MDA-MB-231 (MDA231) cells^10^. ECs were purified from lungs with metastases at different stages for transcriptomic studies (Extended Data Fig. 1a,b). Analysis of the endothelial marker CD31 in metastatic nodules at week 1, 2 or 3 post cancer cell injection revealed that, although early nodules (week 1 or 2) grew in proximity to blood vessels, the presence of vessels within metastatic nodules was primarily observed at a later stage (week 3) (Fig. 1a–c). Numbers of ECs also correlated with numbers of cancer cells in the lung, suggesting active EC proliferation in growing metastases (Fig. 1d).

**Fig. 1:**
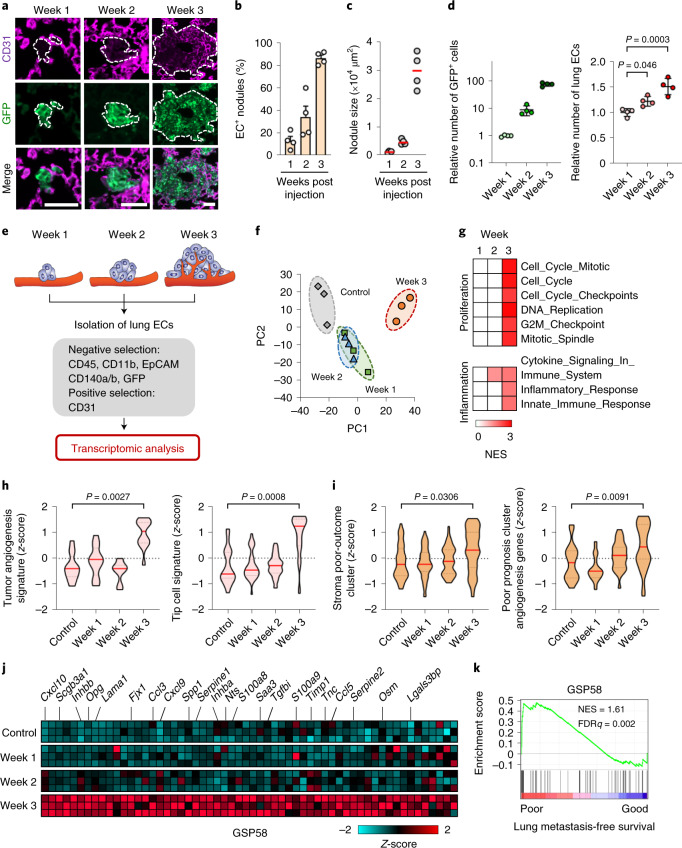
Transcriptomic analysis identifies characteristic changes in reactive ECs during metastatic colonization of the lung. **a**, Immunofluorescence images showing association of lung ECs (CD31) with metastatic breast cancer cells (GFP) in mouse lung at indicated time points post intravenous injection of MDA231-LM2 breast cancer cells. Scale bars, 50 μm. Dashed lines indicate margins of metastatic foci. **b**, Quantification of metastatic nodules from **a** with intranodular ECs; *n* = 72 nodules (week 1), *n* = 76 nodules (week 2) and *n* = 83 nodules (week 3) from four mice were analyzed for each time point. Data are presented as means ± s.e.m. **c**, Size of MDA231-LM2-derived metastatic nodules in lung at weeks 1–3. A minimum of 16 nodules were analyzed for each lung; *n* = 4 mice per group. **d**, MDA231-LM2 cancer cells (left) and ECs (right) in lung at indicated time points. Data show means ± s.d; *n* = 4 mice per time point. *P* values were determined by one-way ANOVA with Dunnett’s multiple comparison test. **e**, Experimental setup for EC isolation from mouse lung at different stages of MDA231-LM2-derived metastasis, followed by transcriptomic analysis. **f**, PC analysis of gene expression profiles from ECs isolated from healthy lung (control) or lung with different stages of metastasis (as in **e**). **g**, GSEA of isolated ECs using proliferation- or inflammation-related signatures. Signatures with nominal *P* < 0.05 and FDR < 0.25 were considered significant. **h**,**i**, Violin plots showing *z*-score analysis of tumor angiogenesis and tip cell signatures^11,12^ (**h**) or patient poor-outcome gene clusters^13,14^ (**i**), calculated from transcriptomic profiles of ECs isolated from metastatic lungs at indicated time points. *P* values were determined using averaged *z*-scores of each signature by unpaired two-tailed *t*-test; *n* = 3 biological replicates per group. **j**, Heatmap showing expression of 58 genes of secreted proteins (GSP58) upregulated in lung ECs at week 3 post cancer cell injection. Cutoff log_2_(fold change (FC)) > 0.75, *P* < 0.05, FDR*q* < 0.25. **k**, GSEA graph showing enrichment of GSP58 in samples of human lung metastases of breast cancer, ranked according to lung metastasis-free survival. NES, normalized enrichment score. FDR was determined from *P* values calculated by random permutation test. Source data

To purify ECs from lungs with metastases, we used fluorescence-activated cell sorting (FACS) to exclude cells expressing hematopoietic, epithelial, fibroblastic or cancer cell markers (CD45, CD11b, EpCAM, CD140a/b and green fluorescent protein (GFP)), and to select cells expressing the endothelial marker CD31 (Fig. 1e and Extended Data Fig. 1c). Purity of selected populations was determined by expression of additional endothelial markers or distinct markers of other stromal cells (Extended Data Fig. 1d). 

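ECs sorted from the lungs of mice were profiled on Affymetrix mouse genome arrays, with 3 arrays from healthy lungs (control) and 3 from lungs at each of weeks 1, 2 and 3 after intravenous injection of MDA231-LM2 cells, a human breast cancer line with high metastatic activity in the lung. Pecam1, which encodes the sorting antigen CD31, had a log2 signal of 13.45 in control and 13.49 at week 3 (log2 fold change of 0.04, standard error 0.10, n = 3 arrays per group). Of 21 pan-endothelial markers, 1 rose at week 3 (Cd34, log2 fold change of 0.60, standard error 0.10) and 20 did not pass the test. Transcripts of cells that the sort excludes were also measured. Pdgfra, which encodes CD140a, fell by 2.25 on the log2 scale at week 3 from a control signal of 11.91 (standard error 0.23, adjusted p = 0.00462). Ptprc, which encodes CD45, had a log2 fold change of 0.39 at week 3 (standard error 0.29, adjusted p = 0.503), and Epcam one of -0.37 (standard error 0.11, adjusted p = 0.114). At week 3, 7 of 11 fibroblast markers, 2 of 11 mural markers, 5 of 6 markers of alveolar type 1 cells, 4 of 7 of alveolar type 2 cells and 3 of 11 of airway epithelium fell, and none rose. As lists, these 5 were lower at week 3 with a preset correlation of 0.01, but not with an estimated one (adjusted p = 0.135 for fibroblasts, mural cells and alveolar type 1 cells, 0.147 for alveolar type 2 cells and 0.574 for airway epithelium with an estimated correlation). The median log2 fold change of the fibroblast list was -0.67 at week 1 and -1.01 at week 2. The list passed its test at both weeks, at week 1 also with an estimated correlation (adjusted p = 0.0197). At week 2 it did not (adjusted p = 0.164 with an estimated correlation). The lists of alveolar type 2 cells, alveolar type 1 cells, airway epithelium and mural cells were lower as well. Their medians were -1.22, -1.15, -0.82 and -0.52 at week 1, and -1.01, -0.88, -0.46 and -0.51 at week 2. They passed at both weeks with a preset correlation, but not with an estimated one (adjusted p from 0.0710 to 0.393). The excess of the 3′ over the 5′ control probe set of Gapdh, a sign of RNA integrity, was 0.52 ± 0.16 (SD, n = 3) on the log2 scale in control and 0.31 ± 0.08 (SD, n = 3) at week 3 (exact permutation test of week 3 against the other 9 arrays, two-sided, p = 0.1).

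The deposited values are log2 signals normalized by robust multiarray average and were used as deposited, with 45037 probe sets tested after 64 array controls were set aside. A gene was read from its probe set with the highest mean over the 12 arrays, which gave 18193 genes. Groups were compared 2 at a time with limma, and genes with a Benjamini–Hochberg adjusted p below 0.05 over all probe sets were counted as risen or fallen. Gene lists and markers, fixed before the data were examined, were tested as sets with camera. The number of arrays, 3 per group, limits the precision of each value.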

Isolated ECs were subjected to transcriptomic analysis using microarrays. 

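On the first principal component of the arrays, ECs of week 3 lay farthest from control ECs, and ECs of weeks 1 and 2 lay between them. At week 1, 2 genes rose and 7 fell compared with control, and both risen genes, Ifi27l2a and Oas1a, an oligoadenylate synthetase that senses double-stranded RNA, are interferon-stimulated (log2 fold changes of 1.59 and 1.56, standard errors 0.16 and 0.15, adjusted p = 0.0394 for both from limma). The genes that fell at week 1 were Gria1 (log2 fold change of -1.90), Tktl1 (-1.87), Hc, which encodes complement factor C5 (-1.69), the transcription factor Cebpa (-1.60), the platelet chemokine Ppbp (-1.48), Adm, which encodes the vasoactive peptide adrenomedullin (-1.34), and G0s2, an inhibitor of lipolysis (-1.28). Markers of platelets and megakaryocytes had a median log2 fold change of -0.97 at week 1 (adjusted p = 2.09e-10, adjusted p = 0.085 with an estimated correlation).

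At week 2, 19 genes rose and 25 fell. Among the largest rises were the antiviral gene Rsad2, the chemokine gene Cxcl10 (log2 fold change of 2.07 for both, standard errors 0.15 and 0.15, adjusted p = 0.0207) and Inhbb, which encodes the activin subunit inhibin beta B. Abcc9, which encodes a subunit of potassium channels in pericytes, fell by 2.20 on the log2 scale (standard error 0.16, adjusted p = 0.0207). Acta2, the smooth muscle actin, fell by 1.51 (standard error 0.13), Dcn, which encodes the matrix proteoglycan decorin, fell by 1.38 (standard error 0.13), and Col6a2, a collagen gene, fell by 1.32 (standard error 0.16). In the same arrays, all 11 fibroblast markers had an unadjusted p below 0.05 with lower levels than in control, and the mural markers had a median log2 fold change of -0.51.

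In the principal components of all probe sets, the first component held 24.8% of the variance and the second 13.7%. On the first component, the scores were between -35.8 and -30.2 in control, between -13.8 and 8.61 at weeks 1 and 2, and between 38.5 and 51.9 at week 3. On the second, they were between -54.0 and -1.38 at weeks 1 and 2 and between 4.86 and 28.1 in control and at week 3. The grouping into control and 3 weeks took up 44.6% of the total sum of squares (exact permutation test, p = 6.49e-05, the smallest p that it can give), and week 3 against the other 9 arrays took up 22.6% (exact permutation test, p = 0.00455, the smallest possible, with 16.7% for the next highest choice of 3 arrays). The count at week 1 was 0 without control replicate 1, 2 or 3 or without week 1 replicate 1 or 2. The count at week 2 was 26 without week 2 replicate 2 and 0 without any other array of the comparison.

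**Figure D1:**
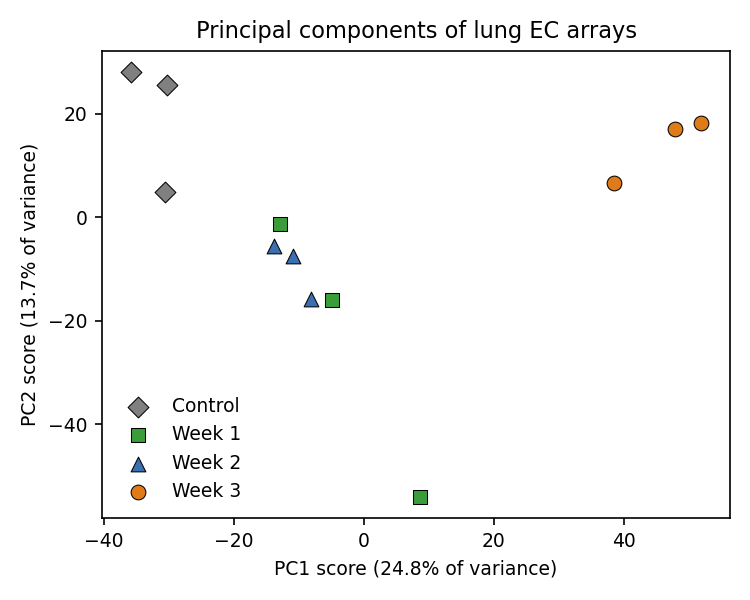
Scores of the 12 arrays on the first (horizontal) and second (vertical) principal component of the log2 signals, with the share of variance on each axis. Each point is 1 array, and the week 3 arrays lie at 38.5 or above on the first component.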

Principal component analysis (PCA) revealed a notable pattern of gene expression changes at different time points. 

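At week 3, 433 genes rose and 479 fell compared with control. The largest rises were in interferon-stimulated genes (Cxcl10, Rsad2 and Mx1), in Scgb3a1, which encodes a secreted secretoglobin, and in Ildr2, Clca3a1 and Car13 (log2 fold changes of 2.62, 2.60 and 2.52, standard errors 0.13, 0.11 and 0.30). Clca3a1 encodes a chloride channel regulator and Car13 a carbonic anhydrase. The largest falls were in Tktl1 and Gria1 (log2 fold changes of -2.89 and -2.80, standard errors 0.17 and 0.17), in Lrat, which esterifies retinol (-2.66, standard error 0.41), and in the glutathione transferase gene Gsta3 (-2.65, standard error 0.28). Of the 19 genes that rose at week 2, 17 also rose at week 3, and 17 of the 25 that fell at week 2 also fell at week 3. Independent calls would share 0.452 and 0.658 genes. In 50 simulations of unchanged groups against common control arrays, which were simulated too, at most 0 were shared. The first value leaves out the shared control arrays. The second leaves out the effects and the actual control arrays, so part of the overlap may come from the control arrays. At week 3, the 46 markers of alveolar, airway, fibroblast and mural cells had a mean log2 fold change of -0.80 against control.

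Between week 2 and week 3, 246 genes rose and 136 fell. Of the 10 largest rises, 8 were in members of the mitosis and DNA replication lists, among them Nusap1, Cenpf and Birc5, which act on spindles, kinetochores and chromosome segregation (log2 fold changes of 2.58, 2.50 and 2.46, standard errors 0.31, 0.26 and 0.23). The largest falls were in Tktl1, Trim72, a membrane repair gene, and Tns4, a focal adhesion gene (log2 fold changes of -2.79, -2.25 and -2.23, standard errors 0.15, 0.29 and 0.22). Between week 1 and week 2, limma gave 0 genes past the threshold, with 1192 at an unadjusted p below 0.05. The count was 1 with all groups in one fit and 5 with a trended and robust variance. Of the program lists, 8 passed between week 1 and week 2, among them mitosis with lower levels at week 2 (median of -0.32, adjusted p = 7.27e-06) and TNF and NF-κB inflammation with higher levels (median of 0.14, adjusted p = 1.00e-04). None passed with an estimated correlation (adjusted p = 0.327 for both with an estimated correlation).

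Against control, the count of 912 genes was 330 without control replicate 2, 386 without control replicate 1, 462 without control replicate 3, and 481, 503 and 398 without week 3 replicates 1, 2 and 3. Against week 2, the count of 382 was 0 without week 2 replicate 1 or 3, 56 without week 2 replicate 2, and 47, 137 and 59 without week 3 replicates 1, 2 and 3.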

Certain changes occurred at weeks 1 and 2, but marked differences were not observed between the two time points; however, the most striking changes occurred at week 3, distinguishing this time point from the others (Fig. 1f). Further analyses, such as gene set enrichment analysis (GSEA), Gene Ontology (GO) term analysis or *z*-score analysis, revealed pronounced induction of gene signatures associated with cell proliferation or inflammation at week 3 (Fig. 1g, Extended Data Fig. 1e–g and Supplementary Table 1). 

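Most of the mitosis genes rose at week 3. Of 39 measured, 27 rose, none fell and 12 did not pass the test, with 39 higher when adjusted over the list alone and a median log2 fold change of 1.56. The list gave adjusted p = 1.60e-24 (adjusted p = 0.199 with an estimated correlation). The mitotic kinase gene Aurkb had a log2 fold change of 2.39 (standard error 0.39, adjusted p = 0.0226), Top2a, which encodes the topoisomerase that resolves sister chromatids, 2.32 (standard error 0.35, adjusted p = 0.0174), and the cyclin-dependent kinase gene Cdk1 2.27 (standard error 0.31, adjusted p = 0.0120). Of 34 genes of DNA replication, 15 rose and 19 did not pass the test (26 higher when adjusted over the list alone), with a median of 0.96 (list adjusted p = 1.41e-16, and again 0.199 with an estimated correlation). Rrm2, which supplies deoxynucleotides, and Uhrf1, which maintains DNA methylation during replication, had log2 fold changes of 2.39 and 2.06 (standard errors 0.40 and 0.16). From week 2 to week 3, 22 mitosis genes and 11 genes of DNA replication rose (adjusted p = 6.72e-34 and 8.54e-19, adjusted p = 0.108 and 0.151 with an estimated correlation).

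Of 27 genes of antigen presentation and the interferon gamma response, 8 rose, 1 fell and 18 did not pass the test (16 higher and 2 lower when adjusted over the list alone). Cxcl9, a chemokine gene that attracts T cells, Nlrc5, an activator of MHC class I genes, and Cd274, which encodes PD-L1, had log2 fold changes of 1.84, 1.57 and 1.34 (standard errors 0.13, 0.18 and 0.12), while the interferon regulatory factor gene Irf1 fell by 0.72 (standard error 0.11). This list gave adjusted p = 9.33e-07, and 0.0278 with an estimated correlation. Of 12 complement genes, 3 rose (Cfb, C1qa and C1qb, log2 fold changes of 1.70, 1.48 and 1.40, standard errors 0.14, 0.30 and 0.21), and the list as a whole did not pass its test (adjusted p = 0.427). C1qa and C1qb are also markers of macrophages, of which 3 of 17 rose, 1 fell (Cd68, log2 fold change of -1.18, standard error 0.16) and 13 did not pass the test. Of 7 markers of mast cells and basophils, 2 rose (Ms4a2 and Mcpt8, log2 fold changes of 1.57 and 1.02, standard errors 0.28 and 0.18). Of 10 pan-leukocyte markers, 1 rose at week 3 compared with control (Fcer1g), and the list median was 0.28 against control and 0.81 against week 2 (adjusted p = 0.576 and 3.85e-06, adjusted p = 0.483 for the latter with an estimated correlation).

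As z-scores averaged over each list, week 3 was 1.40 ± 0.61 (SD, n = 3) for mitosis and control -0.58 ± 0.33 (SD, n = 3). The week 3 arrays exceeded the other 9 in the mitosis, DNA replication and antigen presentation lists (exact permutation tests, two-sided, p = 0.00455, 0.00455 and 0.00909, the first 2 the smallest possible). From its enrichment and z-score analyses of these arrays, the paper concludes that signatures of proliferation and inflammation were induced at week 3 (Fig. 1g and Extended Data Fig. 1e–g).

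**Figure D2:**
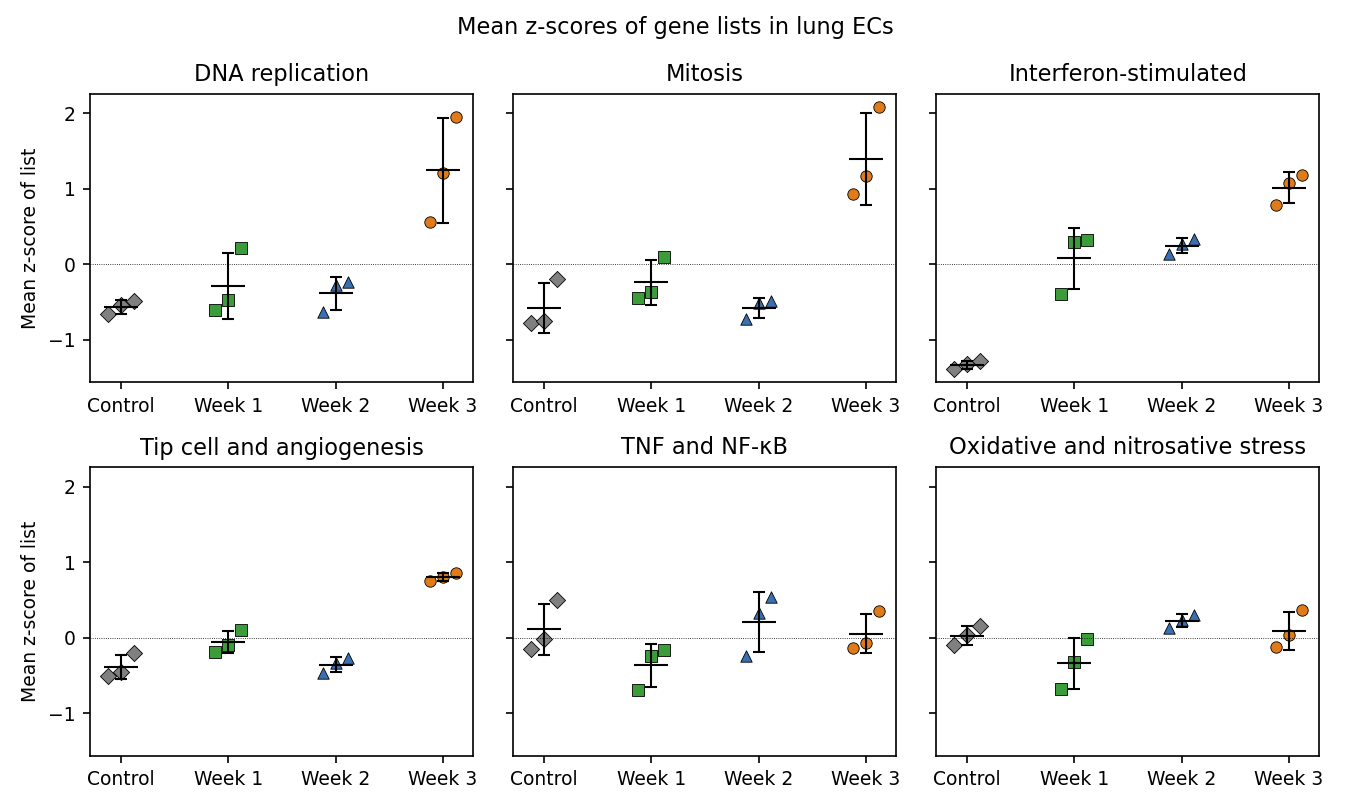
Averaged z-score of 6 gene lists (vertical axis, no unit) in control ECs and ECs of weeks 1, 2 and 3 (horizontal axis). Points are arrays, drawn by value within a group, and bars the mean ± SD (n = 3); week 3 means of the mitosis and DNA replication lists are 1.40 and 1.24, and those of the TNF and NF-κB and the oxidative and nitrosative stress lists are 0.05 and 0.09.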

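Genes of endothelial tip cells and vessel sprouting were higher at week 3 as a list. None of the genes on the fixed list of VEGFR2 signaling and permeability passed the test against control. Of 32 tip cell and angiogenesis genes, 6 rose, none fell and 26 did not pass the test (13 higher when adjusted over the list alone). Fscn1, which bundles actin in filopodia, had a log2 fold change of 1.25 (standard error 0.10, adjusted p = 0.00211), the netrin receptor gene Unc5b 1.01 (standard error 0.12, adjusted p = 0.00846), Apln, which encodes the peptide apelin, 0.89 (standard error 0.14, adjusted p = 0.0189), and Angpt2, which encodes the TIE2 ligand angiopoietin 2, 0.81 (standard error 0.17, adjusted p = 0.0453). The list gave adjusted p = 1.91e-06 (0.0278 with an estimated correlation), and 8 of its genes were also higher at week 3 than at week 2. Its averaged z-score was 0.81 ± 0.05 (SD, n = 3) at week 3 and -0.39 ± 0.16 (SD, n = 3) in control (exact permutation test of week 3 against the other 9 arrays, p = 0.00455, the smallest possible).

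Of 25 genes of basement membrane and matrix, 6 rose, 2 fell and 17 did not pass the test (14 higher and 3 lower when adjusted over the list alone). The list gave adjusted p = 1.83e-05 (adjusted p = 0.148 with an estimated correlation). Vwa1, which encodes a perlecan-binding matrix protein, and Col15a1 and Col18a1, which encode collagens of basement membranes, had log2 fold changes of 2.38, 1.92 and 1.19 (standard errors 0.15, 0.13 and 0.12). The fallen members, Mmp3 and Mmp2, encode matrix metalloproteinases (log2 fold changes of -0.67 and -0.57, standard errors 0.14 and 0.10). From week 2 to week 3, 11 of its genes rose, among them the laminin gene Lamb1 and Tnc, which encodes tenascin C (log2 fold changes of 1.71 and 1.43, standard errors 0.18 and 0.21, list adjusted p = 6.71e-14, adjusted p = 0.0508 with an estimated correlation). At weeks 1 and 2, the list had been lower than in control (medians of -0.12 at both, adjusted p = 0.00453 and 0.00396, adjusted p = 0.332 and 0.305 with an estimated correlation). Markers of fibroblasts (medians of -0.67 and -1.01) and mural cells (-0.52 and -0.51) were lower at the same weeks. Whether they account for the lower matrix list was not tested. Vwa1 and Col15a1 also mark systemic venous ECs, a list in which Ackr1, a chemokine receptor gene of venules, rose as well (log2 fold change of 1.62, standard error 0.24). Of 16 genes of hypoxia and glycolysis, Ankrd37 and Ndrg1 rose (log2 fold changes of 1.15 and 0.78, standard errors 0.17 and 0.13) and 14 did not pass the test (list adjusted p = 0.00218, adjusted p = 0.199 with an estimated correlation).

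Of 29 genes of VEGFR2 signaling and permeability, 0 passed the test from limma against control and 3 had an unadjusted p below 0.05, with 0 when adjusted over the list alone and a list median of -0.02 (adjusted p = 0.591). The largest differences in this list were in Src, a kinase that loosens endothelial junctions (log2 fold change of -0.65, standard error 0.31, adjusted p = 0.286), and the VEGF co-receptor gene Nrp2 (0.58, standard error 0.15, adjusted p = 0.0849). Between week 2 and week 3, Nrp2 and the receptor kinase gene Axl rose (log2 fold changes of 0.92 and 0.59, standard errors 0.13 and 0.10). The list did not pass its test there (adjusted p = 0.820). Of 16 genes of endothelial junctions, 2 rose, Magi1, which encodes a junctional scaffold, and F11r, which encodes junctional adhesion molecule A (log2 fold changes of 0.72 and 0.63, standard errors 0.14 and 0.11), and the list did not pass its test (adjusted p = 0.492).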

Consistent with these findings, angiogenic activity^11,12^ was promoted in ECs at week 3 and vascular changes linked to increased permeability (REACTOME) were also observed (Fig. 1h and Extended Data Fig. 1h). 

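Of 29 genes stimulated by interferon, 2 rose at week 1, 12 at week 2 and 23 at week 3, and 27, 17 and 6 did not pass the test. None fell, and the median log2 fold changes were 0.71, 0.81 and 1.14. The list gave adjusted p = 3.10e-26, 9.46e-36 and 5.47e-30 at weeks 1, 2 and 3, and adjusted p = 0.217, 0.0102 and 0.0278 with an estimated correlation. Adjusted over the list alone, 21, 27 and 27 were higher. At week 3, the transcripts of Cxcl10, a chemokine that attracts T cells, Rsad2, which encodes the antiviral protein viperin, Mx1, which encodes an antiviral GTPase, and Zbp1, a sensor of nucleic acids, had log2 fold changes of 2.77, 2.72, 2.65 and 2.40 (standard errors 0.13, 0.16, 0.12 and 0.12). From week 2 to week 3, 8 of its genes rose (adjusted p = 8.58e-14, adjusted p = 0.0620 with an estimated correlation).

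Of 24 genes of MYC activity and ribosome biogenesis, Myc itself rose at week 3 (log2 fold change of 1.36, standard error 0.15, adjusted p = 0.00572) and 23 did not pass the test (9 higher when adjusted over the list alone). The list median was 0.27 (adjusted p = 6.08e-06, adjusted p = 0.0555 with an estimated correlation). Of 17 genes of the TGF-β response, 2 rose and 2 fell at week 3. The risen ones, Tgfbi and Ccn2, encode matrix proteins (log2 fold changes of 1.27 and 0.54, standard errors 0.18 and 0.11), and the fallen ones, Id2 and Smad6, encode an inhibitor of differentiation and an inhibitory SMAD (-1.04 and -0.64, standard errors 0.10 and 0.12). Of 11 genes of the WNT response, the cyclin gene Ccnd1 rose (log2 fold change of 0.61, standard error 0.11) and 10 did not pass the test. Neither list passed its test at week 3 (adjusted p = 0.227 for TGF-β and 0.125 for WNT), and their medians were -0.06 and -0.18.

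In averaged z-scores, the interferon-stimulated and MYC lists were higher at week 3 than in the other 9 arrays (differences of 1.35 and 1.21, exact permutation tests, two-sided, p = 0.0182 and 0.00455, the latter the smallest possible). The interferon difference did not pass without any one of the week 3 arrays (1.31 to 1.47, exact permutation tests, two-sided, p = 0.0727). That test cannot decide whether the rise depends on 1 array. The control arrays lay far below the rest (-1.39 to -1.29 with all arrays), so pairs of them were as extreme in the other direction. The WNT list had a difference of -0.36 (exact permutation test, two-sided, p = 0.0455, and 0.0734 when adjusted over the lists), which did not pass without 7 of the 12 arrays in turn and was 0.07 with all probe sets of a gene.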

In line with changes in EC proliferation and inflammation, specific targets of transcription factors or pathways involved in these processes were upregulated at week 3 (Extended Data Fig. 1i and Supplementary Table 2). To address the significance of these EC functions in human metastases, we assembled genes involved in proliferation or inflammation that were particularly upregulated in ECs from metastases (Supplementary Tables 3 and 4). 

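Of 132 proliferation genes in Supplementary Table 3, 130 were measured, and 33 of these rose at week 3, none fell and 97 did not pass the test. The survivin gene Birc5 and the replication licensing regulator gene Gmnn had log2 fold changes of 2.09 and 1.96 (standard errors 0.34 and 0.30, adjusted p = 0.0224 and 0.0182). Of 71 inflammation genes in Supplementary Table 4, 66 were measured, of which 14 rose, none fell and 52 did not pass the test. Olr1, which encodes a receptor for oxidized low-density lipoprotein, the integrin gene Itgb3 and the chemokine gene Ccl5 had log2 fold changes of 1.74, 1.10 and 0.91 (standard errors 0.28, 0.14 and 0.19). The Olr1 rise did not pass the test without control replicate 1, week 3 replicate 2 or week 3 replicate 3 (adjusted p = 0.0584, 0.0630 and 0.0696).

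The fold change was positive in 124 of the 130 proliferation genes (median 0.53 on the log2 scale) and in 63 of the 66 inflammation genes (median 0.31). Adjusted over the list alone, 72 and 26 were higher, which is not independent evidence, because the study chose both lists on these arrays. The averaged z-score of week 3 exceeded that of control by more than 1, the rule given for these tables, in 109 of 130 and in 50 of 66 genes. With averages over each list, the proliferation genes were at 1.01 ± 0.43 (SD, n = 3) at week 3 and -0.57 ± 0.09 (SD, n = 3) in control, and the inflammation genes at 0.87 ± 0.11 (SD, n = 3) and -0.58 ± 0.15 (SD, n = 3). Of the proliferation genes, 20 also belong to the fixed list of DNA replication and 16 to that of mitosis, and 5 of the inflammation genes belong to the interferon-stimulated list.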

We applied these specific metastasis-associated EC signatures to transcriptomic datasets from dissected human metastases and observed that both signatures were associated with poor outcome in breast cancer patients with lung metastases (Extended Data Fig. 1j). Moreover, gene signatures associated with poor clinical outcome^13,14^ were induced in ECs at week 3, suggesting that endothelial activation is linked to metastatic progression (Fig. 1i). Focusing on mediators of intercellular communications, we analyzed the expression of extracellular proteins (GO:0005576) in metastasis-associated ECs. 

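Of 58 genes for secreted proteins in Supplementary Table 5, 53 were measured, and all 53 had a positive fold change at week 3, with a median of 1.02 on the log2 scale. At an adjusted p below 0.05 from limma, 30 rose and 23 did not pass the test. Chemokine genes, genes of basement membrane and genes of complement were among the 30. The rises of Lalba, which encodes alpha-lactalbumin, and of Timp1, an inhibitor of metalloproteinases, were 1.99 and 1.01 on the log2 scale (standard errors 0.15 and 0.17, adjusted p = 0.00194 and 0.0266). Of the 53 genes, 7 are also in the fixed basement membrane list, 3 in the complement list and 1 in the interferon-stimulated list. C1qb, which also marks macrophages, did not pass the test without control replicate 1, control replicate 2 or week 3 replicate 3 (adjusted p = 0.0568, 0.0688 and 0.0517).

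The study's thresholds were a log2 fold change above 0.75, an unadjusted p below 0.05 and an FDR below 0.25. Of the 53 genes, 37 passed them at week 3, 7 at week 2 and 0 at week 1. Without each array of the comparison in turn, these counts were 34 to 42, 4 to 7 and 0 to 2. At week 1, 13 had an unadjusted p below 0.05 from limma, 7 of them higher and 6 lower. The averaged z-score of the 53 genes was -0.60 ± 0.20 (SD, n = 3) in control, -0.43 ± 0.15 (SD, n = 3) at week 1, -0.26 ± 0.07 (SD, n = 3) at week 2 and 1.29 ± 0.13 (SD, n = 3) at week 3. Adjusted over the list alone, 52 were higher at week 3, which is not independent evidence, since the study chose the genes on these arrays. Across the 53 genes, the log2 fold changes and those that the paper lists had a Pearson correlation of 0.893 and a Spearman correlation of 0.829, although genes are not independent replicates. The count of 30 was 16, 18 and 19 without control replicates 1, 2 and 3, and 19 without week 3 replicate 1 or 3.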

We found significant changes in 58 genes of secreted proteins (GSP58) that were particularly induced in ECs at week 3 (Fig. 1j and Supplementary Table 5). Notably, GSEA or Kaplan–Meier analysis showed that high expression of GSP58 in metastases was associated with poor lung metastasis-free survival in patients with breast cancer, implying that lung ECs may promote metastasis via some of these secreted factors (Fig. 1k and Extended Data Fig. 1k,l).

### GSP58 expression in ECs is largely independent of VEGF signaling

Considering that VEGF is a key regulator of EC biology and angiogenesis, we asked whether the gene expression changes in metastasis-associated ECs were dependent on VEGF. We treated metastases-bearing mice with either anti-VEGF antibody (B20.4.1.1)^15^ or isotype IgG and isolated lung ECs for transcriptomic analysis (Fig. 2a). Specific VEGF target genes were repressed in lung ECs and vascular growth was significantly reduced in metastatic lungs, indicating a robust inhibition of VEGF signaling (Extended Data Fig. 2a,b). Notably, gene signatures linked to cellular proliferation and angiogenesis^16,17^ were also repressed in lung ECs from anti-VEGF-treated mice (Fig. 2b–f and Extended Data Fig. 2c–e). However, despite repression of VEGF signaling and EC proliferation, gene clusters linked to poor patient outcome were not affected by anti-VEGF treatment (Fig. 2g). Importantly, inflammatory responses and GSP58 were also generally unaffected by anti-VEGF, indicating a VEGF-independent regulation (Fig. 2h,i). Concordant results were observed when we analyzed lung ECs from mice treated with an antibody targeting VEGF receptor 2 (anti-VEGFR2, DC101) (Extended Data Fig. 2f). Whereas both expression of VEGF target genes and proliferation and angiogenesis signatures were repressed in lung ECs by anti-VEGFR2 treatment, inflammation and poor-outcome gene clusters or GSP58 were not significantly affected (Extended Data Fig. 2g–m). These results indicate that, although anti-VEGF treatment effectively suppresses vascularity within metastatic nodules, it does not repress expression of most of the 58 factors, secreted by the vasculature, that were associated with poor outcome in patients.

**Fig. 2:**
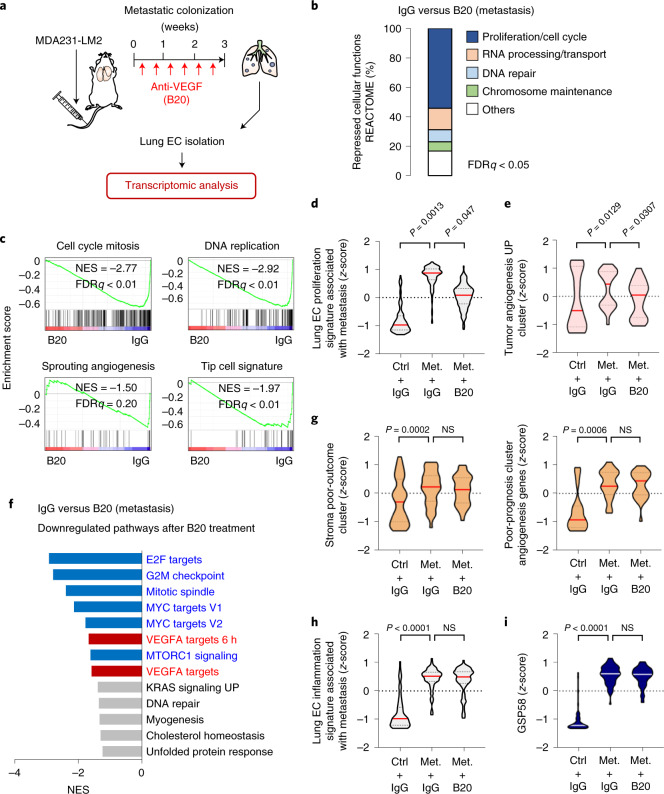
Anti-VEGF treatment inhibits proliferation, but not inflammatory responses or induction of GSP58 signature, in metastasis-associated ECs. **a**, Experimental outline of anti-VEGF treatment of mice with metastatic lung nodules. MDA231-LM2 cells were injected intravenously into NSG mice followed by repeated treatment with either anti-VEGF antibody B20.4.1.1 (B20) or control IgG for 3 weeks. Lung ECs were isolated at week 3 and transcriptomic analysis was performed. Mice harboring comparable lung metastatic loads, as measured by in vivo bioluminescence imaging, were selected for analysis. **b**, Overview of cell function signatures (REACTOME) repressed in metastasis-associated ECs by anti-VEGF treatment. Signatures with FDR < 0.05 were included in calculations of percentages. **c**, GSEA of gene clusters: cell cycle mitosis (REACTOME), DNA replication (REACTOME), sprouting angiogenesis (C5 collection in MSigDB) and tip cell signature^12^ in lung ECs after B20 treatment compared with control IgG. FDR was determined from *P* values calculated by random permutation test. **d**,**e**, Violin plots showing *z*-scores of genes from a lung EC proliferation signature associated with metastasis (Supplementary Table 3) (**d**) and tumor angiogenesis UP cluster^16^ (**e**) expressed in purified lung ECs from control (ctrl) or metastasis (met.)-bearing mice with the indicated treatment. **f**, Downregulated gene signatures in metastasis-associated ECs treated with B20 compared to IgG control, based on GSEA. Signatures with FDR < 0.25 are shown. Blue, proliferation-related signatures; red, signatures of VEGF target genes; gray, others. **g**–**i**, Violin plot analysis of stroma poor-outcome cluster^13^ (**g**, left) and angiogenesis genes associated with poor prognosis^14^ (**g**, right); lung EC inflammation signature associated with metastasis (Supplementary Table 4) (**h**) and GSP58 (**i**) expressed in ECs from mouse lungs under the indicated conditions. In **d**,**e** and **g**–**i**, *P* values were determined from averaged *z*-score of genes within signatures by one-way ANOVA with Dunnett’s multiple comparison test; *n* = 3 mice per group. NS, not significant. Source data

### ECs express genes of secreted factors that promote metastasis

To identify gene candidates from GSP58 for which ECs serve as a primary cellular source compared with other stromal cells, we investigated those genes most highly induced within the signature. All VEGF-independent genes within GSP58 that were induced 3.5-fold or more were selected for further analysis, and their expression determined in four different stromal cell types isolated from mouse lung harboring metastases (Fig. 3a and Extended Data Fig. 3a). 

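Of the 53 measured GSP58 genes, 7 were at least 3.5-fold higher at week 3 than in control: Cxcl10 (6.84-fold), Scgb3a1 (6.35-fold), Vwa1 (5.21-fold), Inhbb (4.47-fold), Lalba (3.97-fold), Col15a1 (3.79-fold) and Cxcl9 (3.59-fold). None had a log2 fold change above 3.5. The paper's table has 12 genes at 3.5-fold or more. Of the 4 genes that the paper names as niche candidates, Lama1 (3.46-fold) and Tnfrsf11b (2.56-fold) were below that cut here. Inhbb, which encodes an activin subunit, Lama1, which encodes the laminin alpha 1 chain, Scgb3a1, which encodes a secretoglobin, and Tnfrsf11b, which encodes osteoprotegerin (OPG), all rose at week 3. Their log2 fold changes were 2.16 (standard error 0.16, adjusted p = 0.00183), 1.79 (standard error 0.11, adjusted p = 0.00103), 2.67 (standard error 0.22, adjusted p = 0.00260) and 1.36 (standard error 0.23, adjusted p = 0.0252).

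Inhbb rose by week 2 (log2 fold change of 1.68, standard error 0.21, adjusted p = 0.0460) and was 0.48 higher on the log2 scale at week 3 than at week 2 (standard error 0.18, adjusted p = 0.243). Lama1, Scgb3a1 and Tnfrsf11b rose between week 2 and week 3 (log2 fold changes of 0.83, 1.59 and 1.10, adjusted p = 0.0334, 0.0224 and 0.0377 from limma). Without 1 array, that of Lama1 did not pass for any of the 6 compared (adjusted p from 0.0629 to 0.111). That of Scgb3a1 passed only without week 3 replicate 2 (adjusted p from 0.0528 to 0.0839 without the others), and that of Tnfrsf11b only without week 3 replicate 3 (adjusted p from 0.0891 to 0.123 without the others). At week 2 these 3 genes were 0.96, 1.07 and 0.25 above control on the log2 scale (adjusted p = 0.0609, 0.116 and 0.665), and at week 1 none of the 4 passed the test, with log2 fold changes of 0.70, 0.29, 0.51 and -0.08 (adjusted p = 0.381, 0.683, 0.648 and 0.919). The rise of Inhbb at week 2 did not pass the test without any one of the 6 arrays compared (adjusted p from 0.0746 to 0.194), and that of Tnfrsf11b at week 3 passed only without week 3 replicate 3 (adjusted p from 0.0534 to 0.0742 without the others). The rise of Lama1 at week 2 passed with all groups in one fit (adjusted p = 0.0295), without dim probe sets (adjusted p = 0.0339) and with the mean of probe sets (adjusted p = 0.0257).

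**Figure D3:**
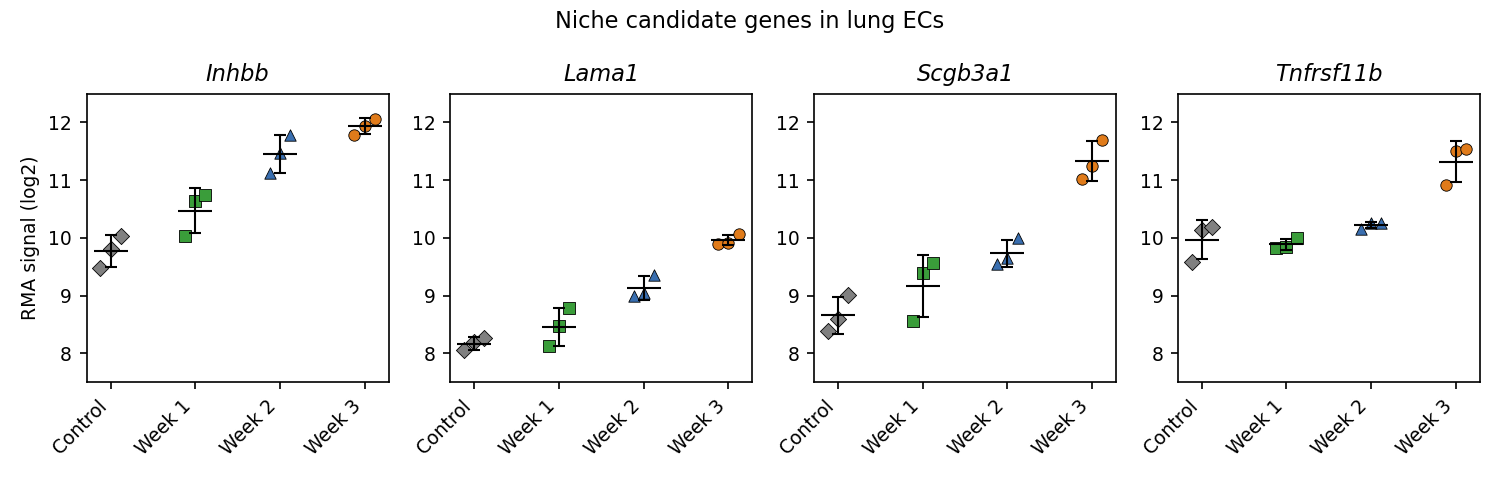
Log2 signal (vertical axis) of Inhbb, Lama1, Scgb3a1 and Tnfrsf11b in control ECs and ECs of weeks 1, 2 and 3 (horizontal axis). Points are arrays and bars the mean ± SD (n = 3); the week 3 means are 11.9, 9.96, 11.3 and 11.3.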

Expression analysis in lung ECs, fibroblasts, hematopoietic cells and epithelial cells showed that four genes—that is, inhibin subunit beta B (*Inhbb*), laminin subunit alpha 1 (*Lama1*), secretoglobin family 3A member 1 (*Scgb3a1*) and TNF receptor superfamily member 11b, also called osteoprotegerin (*Opg*)—were distinctly expressed in ECs compared with other cell types (Fig. 3a and Extended Data Fig. 3b).

**Fig. 3:**
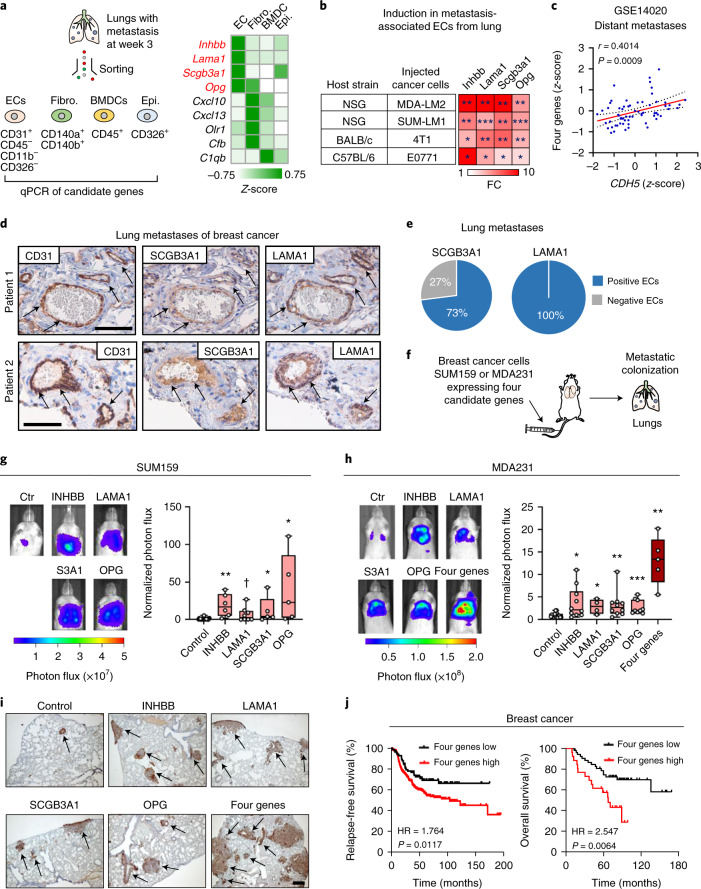
Secreted factors produced by reactive ECs promote lung metastasis. **a**, Analysis of endothelial niche candidate genes in different stromal cells isolated from metastatic lungs. Heatmap summarizes expression of genes with log_2_FC > 3.5. *Z*-scores were calculated from qPCR analysis of different stromal cells isolated from three or four mice per group. Genes highly expressed in ECs are marked in red. BMDC, bone marrow-derived cell; fibro., fibroblasts; epi., epithelial cells. **b**, Expression of four endothelial niche candidate genes in lung ECs isolated from indicated mouse strains with metastasis of different breast cancer cell lines. Heatmap was generated from qPCR analyses and *P* values calculated by unpaired one-tailed *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001; *n* = 3–4 mice per group. **c**, Correlation analysis of expression of the four candidate genes and *CDH5* in metastatic lesions of patients with breast cancer (GSE14020). Linear regression with Pearson correlation (*r*) and two-tailed *P* value is shown; *n* = 65. **d**, Immunohistochemical analysis of CD31, SCGB3A1 and LAMA1 expression in lung metastasis samples from patients with breast cancer; shown are two representative examples of metastases from analysis of 11 patients. Arrows indicate positively stained endothelial cells. Scale bars, 100 μm (patient 1) and 60 μm (patient 2). **e**, Proportion of lung metastasis samples expressing SCGB3A1 or LAMA1. **f**–**h**, Metastatic colonization of lungs (**f**) by SUM159 breast cancer cells (**g**) and MDA231 cells (**h**) overexpressing endothelial niche factors or a control vector. **g**,**h**, Bioluminescence images (left) and normalized photon flux (right) 42 days post intravenous injection by SUM159 (**g**) and MDA231 (**h**) breast cancer cells. S3A1, SCGB3A1. Boxes depict median with upper and lower quartiles. Data points show values of biological replicates and whiskers indicate minimum and maximum. **g**, *P* values were calculated by one-tailed Mann–Whitney test. *P < 0.05, **P < 0.01, ***P < 0.001,^✝^*P* = 0.069. Control, *n* = 20; INHBB, *n* = 6; LAMA1, *n* = 8; SCGB3A1, *n* = 5; OPG, *n* = 5. **h**, Control, *n* = 19; INHBB, *n* = 10; LAMA1, *n* = 4; SCGB3A1, *n* = 10; OPG; *n* = 9; and four genes, *n* = 5. **i**, Histological examples of metastases marked by expression of human vimentin in lungs of mice from **h**. Shown are representatives from at least four independent samples. Scale bar, 200 μm. **j**, Kaplan–Meier analyses on compiled datasets of ER^–^ breast cancers (KM plotter) examining association of the four endothelial niche factors with relapse-free survival (*n* = 347 patients) and overall survival (*n* = 79 patients). *P* values were determined by log-rank test. HR, hazard ratio. Source data

INHBB is a protein subunit of activins and inhibins, members of the TGF-β family, of which activins have been shown to regulate wound healing, fibrosis and cancer^18^. *LAMA1* encodes the α-chain of laminin trimers LN111 and LN121, which are broadly expressed during embryonic development but more restricted in adult tissues^19^. Notably, LN111 is a component of certain basement membranes. SCGB3A1 is a member of the secretoglobin family of small secreted molecules and is expressed in normal lung, but its function is poorly understood^20^. OPG, a member of the TNF receptor superfamily, is generally recognized to have a pleiotropic function but its best characterized role is acting as decoy receptor of TRAIL or RANKL^21^.

We observed consistent induction of *Inhbb*, *Lama1*, *Scgb3a1* and *Opg* in lung ECs from two xenograft models (MDA231-LM2/SUM159-LM1) and two syngeneic mouse models of lung metastasis (4T1/E0771), and confirmed that expression in ECs was unaffected by anti-VEGF treatment (Fig. 3b and Extended Data Fig. 3c,d). These four candidates were not markedly expressed in 4T1 or E0771 cancer cells compared with lung ECs from mice with lung metastasis (Extended Data Fig. 3e). To study these genes in the context of a complete metastatic process, we analyzed ECs from lungs of mice with spontaneous metastasis from mammary glands and observed upregulation of all four candidates (Extended Data Fig. 3f,g). This upregulation was associated with growth of metastases and was not detectable at early time points, even though pronounced primary tumor growth was evident. Notably, induction of the factors in metastasis-associated ECs was not affected by primary tumor removal (Extended Data Fig. 3f,g). To examine protein levels of the niche candidates, we performed enzyme-linked immunosorbent assay (ELISA) or enzyme immunoassay (EIA) on sorted ECs from metastatic lungs and revealed a significant upregulation of all four proteins (Extended Data Fig. 4a,b). To determine the relevance of these niche candidates to human metastases, we analyzed samples of lung metastasis from patients with breast cancer. In these samples, expression of the four candidate genes correlated significantly with the endothelial maker *CDH5* (VE-cadherin) (Fig. 3c). We also analyzed the expression of SCGB3A1 and LAMA1 using immunohistochemistry on tissue sections from 11 human metastasis samples, and observed EC expression of SCGB3A1 in 8/11 samples (73%) and of LAMA1 in 11/11 samples (100%) (Fig. 3d,e and Supplementary Table 6). This encouraged us to study the function of the four candidate genes in metastasis, and thus we ectopically expressed *INHBB*, *LAMA1*, *SCGB3A1 and OPG* individually in human breast cancer cells and injected these intravenously into NSG mice. We expressed the genes in SUM159 and MDA231 cancer cells, the parental lines of SUM159-LM1 and MDA231-LM2, respectively, and observed that all four candidate genes individually promoted metastatic colonization of the lung (Fig. 3f–i and Extended Data Fig. 4c–e). Moreover, combined expression of the four genes in MDA231 cancer cells showed additive induction of metastatic growth in lungs (Fig. 3h,i). This suggested that, as individual genes, *INHBB*, *LAMA1*, *SCGB3A1* and *OPG* can indeed promote metastatic colonization, and that coexpression of the four genes may provide a further advantage to cancer cells. The results indicate that proteins encoded by the four genes are functional components of a pro-metastatic vascular niche.

Patients with breast cancer who are diagnosed with metastatic relapse frequently present with multiple metastases that can seed each other, and such interorgan seeding has been observed between lung and liver^22^. This spiked our interest to analyze potential liver metastasis in mice with late-stage lung metastasis. Bioluminescence analysis of mice with lung metastasis revealed colonization of the liver (Extended Data Fig. 4f). We isolated ECs from liver areas with high bioluminescence and observed that *Inhbb*, *Lama1*, *Scgb3a1* and *Opg* were highly expressed in ECs associated with liver metastasis compared with controls (Extended Data Fig. 4g). Importantly, ectopic expression of the vascular niche factors promoted metastasis of the liver (Extended Data Fig. 4h). This suggests a functional role of the four niche components that extends beyond lung metastasis and to other metastatic sites such as the liver.

Finally, to address the potential association of vascular niches with clinical outcome, we performed Kaplan–Meier analyses using expression of the four vascular niche components in estrogen receptor (ER)-negative breast cancer samples and investigated a potential link to survival. In these samples, expression of the vascular niche factors was significantly associated with poor relapse-free and overall survival, indicating a potential role in breast cancer (Fig. 3j).

### INHBB and SCGB3A1 induce stem cell properties in breast cancer cells

Vascular niches have been recognized to produce secreted factors that support stem cell properties of certain malignancies such as brain tumors^23^. To address this in the context of metastatic breast cancer, we studied the potential of conditioned medium (CM) from ECs to stimulate cancer cells to form spheres on ultra-low adhesive plates, a method that promotes stem cell attributes^24,25^. EC-CM significantly enhanced sphere formation by breast cancer cells (Fig. 4a). Therefore, we wanted to address the potential of each of the four vascular niche components to promote sphere formation. SUM159-LM1 breast cancer cells were treated with CM from HEK293T cells, containing individual niche factor, and oncosphere formation was determined. The sphere-forming ability of breast cancer cells was markedly increased when treated with CM containing INHBB or SCGB3A1, but not with OPG or LAMA1 (Fig. 4b). Considering these results, we stimulated SUM159-LM1 breast cancer cells with either recombinant activin B, a homodimer of INHBB, or recombinant SCGB3A1, and this also induced sphere formation by cancer cells (Fig. 4c). Moreover, CM obtained from lung ECs transduced with short hairpin RNA against *INHBB* showed reduced potential to stimulate oncospheres compared with control CM (Extended Data Fig. 4i,j). The results suggest a putative role for INHBB and SCGB3A1 in the promotion of stem cell properties in breast cancer cells. To explore this connection further, we performed transcriptomic analysis on SUM159 breast cancer cells treated with activin B or SCGB3A1 and revealed their respective response signatures (Fig. 4d,e and Supplementary Tables 7 and 8). Notably, within the activin B signature, three members of the family of inhibitors of DNA binding and cell differentiation (ID) proteins (ID1, ID2 and ID3) were among the top induced genes (Fig. 4d). These proteins are recognized to promote stem cell self-renewal and multipotency, and were previously shown to facilitate metastatic colonization by breast cancer cells^26,27^.

**Fig. 4:**
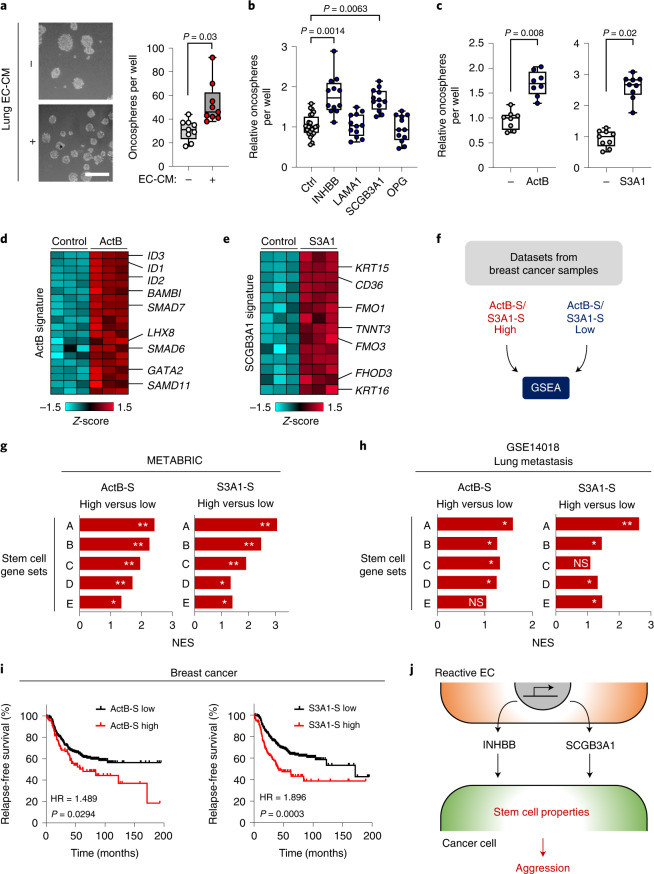
The INHBB homodimer, activin B, and SCGB3A1 promote stem cell properties of breast cancer cells. **a**, Oncosphere formation of SUM159-LM1 breast cancer cells cultured with CM from ST1.6R human lung ECs. CM^–^, *n* = 9; CM^+^, *n* = 9 technical replicates from 3 independent experiments. Scale bar, 250 μm. **b**, Analysis of oncosphere formation in SUM159-LM1 breast cancer cells stimulated with HEK293-derived CM containing indicated factors of the vascular niche. Control, *n* = 24; INHBB, *n* = 12; LAMA1, *n* = 12; SCGB3A1, *n* = 12; OPG, *n* = 12 technical replicates from 4 independent experiments. **c**, Oncosphere formation in SUM159-LM1 stimulated with either recombinant activin B (ActB, 50 ng ml^–1^) or SCGB3A1 (S3A1, 1 μg ml^–1^). ActB^–^, *n* = 8; ActB^+^, *n* = 8; S3A1^–^, *n* = 9; S3A1^+^, *n* = 9 technical replicates from 4 (ActB) or 3 (S3A1) independent experiments. **a**–**c**, *P* values were determined by ratio-paired, two-tailed *t*-test from biologically independent experiments. Boxes depict median with upper and lower quartiles and whiskers indicate minimum and maximum values. **d**,**e**, Heatmaps of top upregulated genes in response to ActB (**d**) or S3A1 (**e**). **f**, Schematic diagram of GSEA setup to analyze datasets from patients with breast cancer stratified according to expression of ActB or S3A1 signatures (ActB-S or S3A1-S). **g**,**h**, Stem cell-associated gene sets enriched in patients with high ActB-S or S3A1-S in breast cancer samples from Metabric (**g**) or, GSE14018 (**h**) datasets. Stem cell signatures are indicated as follows: A, Lim_Mammary stem cell up; B, Lee_Neural crest stem cell up; C, Oswald_Hematopoietic stem cell in collagen gel up; D, Yamashita_Liver cancer stem cell up; E, Ivanova_Hematopoiesis stem cell (all from C2 collection in MSigDB). Dataset from triple-negative breast cancer samples in METABRIC discovery (upper and lower quantile, *n* = 66) and lung metastases of breast cancer in GSE14018 (upper and lower quantile, *n* = 8) were analyzed. FDR was determined from *P* values calculated by random permutation test. *FDR < 0.25, **FDR < 0.05. **i**, Kaplan–Meier analysis of relapse-free survival of ER^–^ patients with breast cancer stratified according to expression of ActB-S or S3A1-S; *n* = 347 patients. *P* values were determined by log-rank test. **j**, Diagram summarizing the findings on roles of INHBB and SCGB3A1 in breast cancer metastasis. Source data

To investigate the potential stem cell phenotype associated with activin B or SCGB3A1 signatures in clinical samples, we stratified gene expression datasets from breast cancer patients (METABRIC or lung metastasis samples) based on expression of activin B or SCGB3A1 signatures (Fig. 4f and Supplementary Tables 7 and 8). GSEA revealed that patients with high activin B- or SCGB3A1-mediated gene responses exhibited enrichment in several stem cell signatures (Fig. 4g,h). Importantly, Kaplan–Meier analysis showed that activin B and SCGB3A1 signatures were both associated with poor clinical outcome in patients with breast cancer (Fig. 4i). Together, these results suggest that INHBB and SCGBA1 promote stem cell properties and aggression in breast cancer cells (Fig. 4j).

### OPG and LAMA1 support viability of metastatic breast cancer cells

Prompted by OPG potential to function as a decoy receptor for TRAIL^21^, we analyzed its function in the context of lung metastasis. TRAIL is highly expressed in the lung microenvironment (Fig. 5a) and is an important regulator of apoptosis in the lung during metastasis^28^. We analyzed TRAIL-induced apoptosis in MDA231-LM2 breast cancer cells by cleaved caspase 3 expression in the presence of incremental levels of OPG, and observed OPG-mediated protection from TRAIL (Fig. 5b). This suggested that OPG, induced in metastasis-associated ECs, may protect invading cancer cells from TRAIL-induced apoptosis. Indeed, we observed reduced apoptosis in metastases overexpressing OPG compared to control metastases in mice (Fig. 5c). TRAIL-induced apoptosis is mediated by death receptors 4 and 5 (DR4/5)^29,30^. To address the significance of these receptors for metastatic colonization of the lung, we induced shRNA-mediated knockdown of DR4/5 in MDA231 breast cancer cells (Extended Data Fig. 4k) and injected these intravenously into NSG mice. DR4/5 knockdown enhanced metastatic colonization of the lung (Fig. 5d) and less apoptosis was observed in lung nodules (Fig. 5e), suggesting that this mechanism plays a role in protection of the lung against metastatic colonization.

**Fig. 5:**
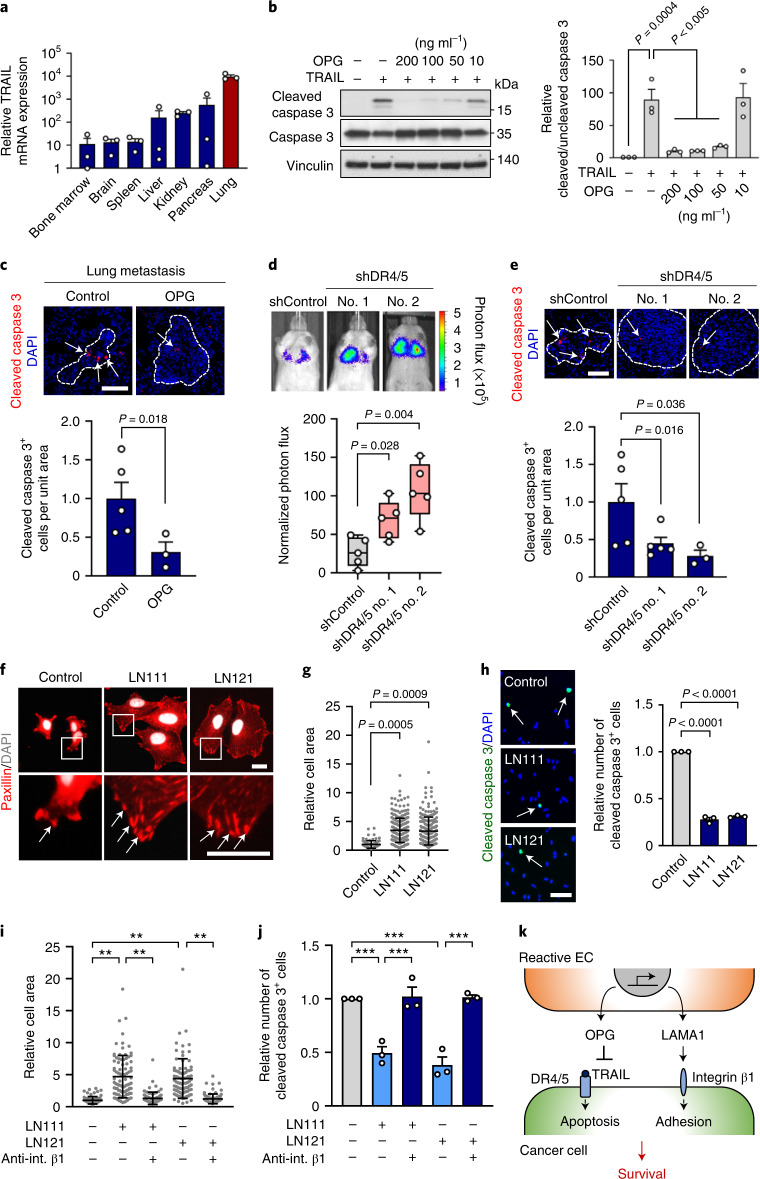
OPG and LAMA1 regulate breast cancer cell survival. **a**, TRAIL messenger RNA levels in different organ tissues isolated from NSG mice; *n* =3 mice per group. Expression was determined by qPCR. Data are means with s.e.m. **b**, Left, immunoblot analysis of cleaved caspase 3 expression in MDA231-LM2 cells treated with TRAIL (50 ng ml^–1^) and with indicated concentrations of OPG. Right, quantification based on the ratio between cleaved and uncleaved caspase 3. Means with s.e.m. from three independent experiments are shown. Statistical analysis was performed with one-way ANOVA and Dunnett’s multiple comparison test. **c**, Immunofluorescence analysis of cleaved caspase 3 expression in lung metastasis from mice injected with OPG-expressing MDA231 cancer cells. Top, representative examples; cell nuclei stained with DAPI. Scale bar, 100 μm. Bottom, quantification; *n* = 5 (control) and *n* = 3 (OPG). Values are means with s.e.m. *P* value was determined by one-tailed Mann–Whitney test. **d**, Lung colonization of MDA231 cancer cells transduced with shRNA control (shControl) or shRNA against death receptors 4 and 5 (shDR4/5, two independent hairpins). Representative bioluminescence images (top) and normalized photon flux (bottom) 21 days after intravenous injection are shown; *n* = 5 mice per group. Boxes show median with upper and lower quartiles, and whiskers indicate maximum and minimum. *P* values were calculated by one-tailed Mann–Whitney test. **e**, Cleaved caspase 3 analysis of lung metastasis as in **d**. Top, representative examples; nuclei stained by DAPI. Scale bar, 100 μm. Bottom, quantification; *n* = 5 mice (control and shDR4/5 no. 1) and *n* = 3 mice (shDR4.5 no. 2). Data are means with s.e.m. *P* values were determined by one-tailed Mann–Whitney test. **f**, Immunofluorescence analysis of paxillin expression in breast cancer cells plated on LN111 or LN121. DAPI was used to stain nuclei. Arrows indicate dense paxillin at focal adhesions; *n* = 3. Scale bar, 20 μm. **g**, Analysis of spreading of breast cancer cells plated onto LN111 or LN121. Shown are relative cell areas of all cells examined over three independent experiments, with means and s.d. **h**, Expression of cleaved caspase 3 in breast cancer cells plated on LN111 or LN121 matrix. Data are means with s.e.m. from three independent experiments. Scale bar, 100 μm. **i**,**j**, Integrin β1 function in laminin-induced cell spreading and survival. Relative cell area (**i**) and cleaved caspase 3 expression (**j**) were analyzed in cells plated on LN111 or LN121 matrix with or without neutralizing antibody against integrin β1 (anti-int. β1). Shown are means ± s.d. with relative cell area of all examined cells (**i**) or means with s.e.m. (**j**) from three independent experiments. *P* values were determined by one-way ANOVA with Dunnett’s (**g**,**h**) or Tukey’s (**i**,**j**) multiple comparison test from three independent experiments. **P< 0.01, ***P< 0.001. **k**, Schematic summarizing OPG and LAMA1 functions in breast cancer metastasis. Source data

To analyze the functional role of LAMA1, we plated breast cancer cells onto surfaces coated with LN111 or LN121, the only laminin trimers containing the α-chain transcribed by LAMA1. This resulted in enhanced focal adhesion, based on increased expression and punctuated localization of paxillin with increased cellular spreading (Fig. 5f,g). Moreover, analysis of cleaved caspase 3 expression in breast cancer cells under serum starvation revealed that LN111 and LN121 can inhibit apoptosis (Fig. 5h). Notably, LN111- and LN121-induced spreading and resistance to apoptosis were dependent on the adhesion receptor integrin β1 expressed by breast cancer cells (Fig. 5i,j). Taken together, the results on OPG and LAMA1 function suggest that they respectively promote protection from TRAIL-induced apoptosis and adhesion-mediated survival of breast cancer cells (Fig. 5k).

### The vascular niche is regulated by macrophages in metastatic lung

To address whether breast cancer cells directly induce the vascular niche components, we treated lung ECs with CM from MDA231-LM2 cancer cells and analyzed the expression of niche genes. However, CM from cancer cells did not induce the niche factors in ECs (Extended Data Fig. 5a), indicating that another cell type is probably required for the induction. In light of this, we used GSEA to analyze the properties of lung metastasis samples stratified according to GSP58 (Fig. 6a) and observed that samples expressing high GSP58 showed enrichment of gene signatures of innate immune cells (Fig. 6b). Thus, we examined whether these cells might be inducers of the vascular niche and selected neutrophils and macrophages for further analysis. CM from an activated macrophage cell line (RAW264.7), but not a neutrophil cell line (HL60), promoted expression of niche components in lung ECs (Fig. 6c and Extended Data Fig. 5b). This suggested that macrophages could be intermediates for metastasis-induced changes in ECs. We performed immunofluorescence analysis of the F4/80 macrophage marker in metastatic nodules in lung, and observed substantial numbers of infiltrating macrophages frequently localized to blood vessels (Fig. 6d,e and Extended Data Fig. 5c). To analyze the identity of this macrophage population we used flow cytometry and determined the expression of CD170 and CD11b, which can distinguish between local alveolar macrophages (CD170^+^ CD11b^–^) and bone marrow-derived interstitial macrophages (CD170^–^ CD11b^+^). We analyzed macrophages sorted from healthy mouse lungs or from lungs harboring metastases by MDA231-LM2 (in NSG mice) or 4T1 (in BALB/c mice). These experiments showed that interstitial macrophages, but not alveolar macrophages, were increased during metastatic progression (Fig. 6f,g and Extended Data Fig. 5d,e). VEGFR1 expression, combined with F4/80, has also been demonstrated to mark interstitial macrophages^31^, and immunofluorescence analysis of VEGFR1, F4/80 and CD31 in metastatic nodules showed that VEGFR1 and F4/80 double-positive macrophages were found in proximity to CD31^+^ ECs (Extended Data Fig. 5f). This suggested that interstitial macrophages are probable inducers of the perivascular niche.

**Fig. 6:**
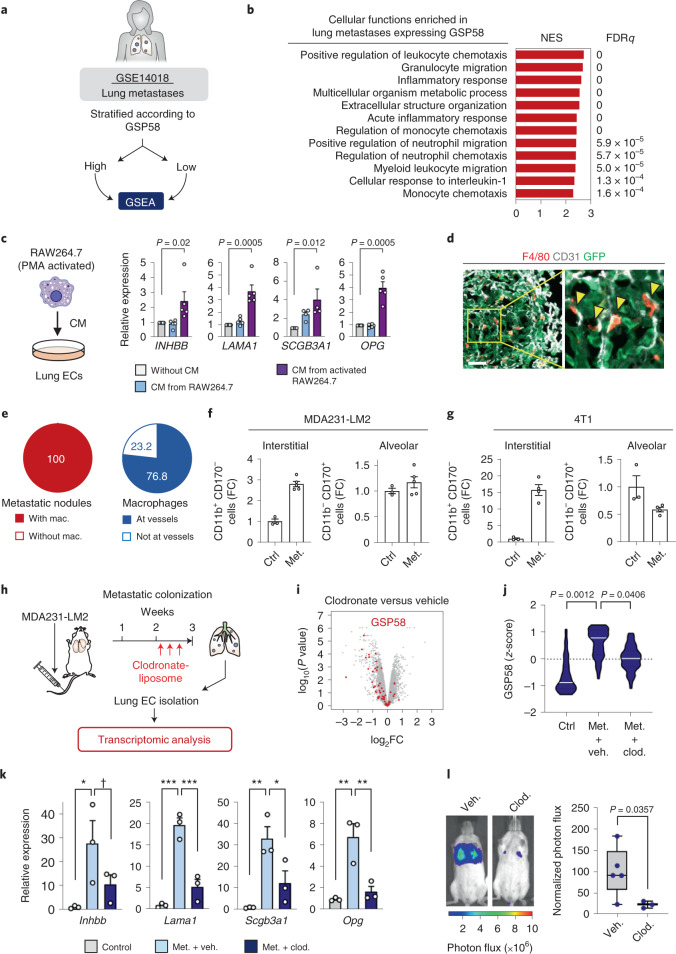
The endothelial niche is regulated by perivascular macrophages in lung metastasis. **a**, Schematic overview of GSEA setup used to analyze datasets from human metastasis samples ranked according to GSP58. All patients with lung metastasis (16 patients) were selected from GSE14018. **b**, Cellular functions enriched in GSP58-expressing human lung metastases. Cellular functions are ranked based on NES. FDR was determined from *P* values calculated by random permutation tests. **c**, Expression of niche factors in ECs treated with CM from naïve or activated macrophage cell line RAW264.7. Means with s.e.m. from either four (*SCGB3A1*) or five (*INHBB*, *LAMA1* and *OPG*) independent experiments are shown. Statistical analysis was performed with ratio-paired, two-tailed *t*-tests. **d**, Immunofluorescence analysis of endothelial cells (CD31, white), macrophages (F4/80, red) and MDA231-LM2 (GFP, green) in metastatic nodules from mouse lung. Shown are representative images from four independent samples. Arrowheads indicate perivascular localization of macrophages. Scale bar, 50 μm. **e**, Quantification (percentages) of nodules with infiltrated macrophages (mac.) or macrophages associated with vessels. **f**,**g**, Macrophage subpopulations within lungs of healthy mice or mice harboring lung metastases, analyzed by flow cytometry. Interstitial and alveolar macrophages were quantified in MDA231-LM2- (**f**) and 4T1-mediated (**g**) lung metastases in NSG or BALB/c mice, respectively; *n* = 3 (control), *n* = 5 (metastasis, **f**) and *n* = 4 (metastasis, **g**). Means with s.e.m. are shown. **h**, Experimental setup of clodronate (clod.)-mediated macrophage depletion in mice with lung metastasis, followed by transcriptional analysis of lung ECs. **i**, Volcano plot showing differential expression of genes in lung ECs after macrophage depletion (GSP58 highlighted in red). **j**, Violin plot showing expression of GSP58 in ECs from lungs of metastasis-bearing mice following macrophage depletion. *P* values were determined by one-way ANOVA with Dunnett’s multiple comparison test; *n* = 3 for each group. **k**, Expression of endothelial niche factors in purified lung ECs as in **h**–**j**. mRNA levels were determined by qPCR; *n* = 3 mice. Shown are means with s.e.m., and *P* values were calculated by one-way ANOVA with Holm–Sidak’s multiple comparison test. *P < 0.05, **P < 0.01, ***P < 0.001, ^✝^*P* = 0.086. **l**, Lung colonization of MDA231-LM2 cells in mice after clodronate-liposome treatment. Representative bioluminescence (left) and normalized photon flux at day 14 (right); *n* = 5 mice (vehicle (veh.) and PBS-liposome) and *n* = 3 mice (clodronate-liposome). Boxes show medians with upper and lower quartiles, and whiskers represent minimum and maximum values. *P* values were calculated by one-tailed Mann–Whitney test. Source data

To investigate the functional role of macrophages in endothelial activation and metastatic colonization, we depleted macrophages from mice harboring growing metastases using clodronate-liposome (Fig. 6h and Extended Data Fig. 5g,h). We isolated lung ECs from the mice, performed transcriptomic analysis and observed that macrophage depletion repressed the expression of numerous genes within GSP58 in ECs, including *Inhbb*, *Lama1*, *Scgb3a1* and *Opg* (Fig. 6i–k). Interestingly, whereas expression of EC proliferation genes was unaffected by macrophage depletion, EC inflammatory responses were markedly repressed (Extended Data Fig. 5i–m). These results suggest that metastasis-associated macrophages induce inflammatory responses in lung ECs. In line with the findings from xenograft mouse models, elimination of macrophages in the fully immunocompetent 4T1 mouse mammary tumor model also repressed expression of the four niche genes, indicating that macrophages are a crucial regulator of vascular niche factors in the context of an intact immune system (Extended Data Fig. 6a–c). Furthermore, consistent with the in vitro results, no change in niche factor expression was observed following elimination of neutrophils in the 4T1 model (Extended Data Fig. 6d–f). Finally, depletion of macrophages significantly repressed metastatic colonization of the lung by MDA231-LM2 cancer cells (Fig. 6l). Together, these results indicate that perivascular macrophages function as regulators of the vascular niche during lung metastasis.

### TNC–TLR4-activated macrophages induce the endothelial niche

The extracellular matrix is increasingly recognized as an important regulator of cancer progression and metastasis^32–34^. TNC is a matrix glycoprotein expressed by breast cancer cells as a crucial niche component and promoter of lung metastasis^35^. In breast cancer cells, TNC expression is linked to both the basal subtype and a mesenchymal phenotype (Extended Data Fig. 6g,h and Supplementary Table 9). We used immunofluorescence analysis to explore the localization of TNC with respect to metastasis-associated macrophages and ECs, and observed that TNC colocalizes with both cell types in metastatic nodules (Fig. 7a). Moreover, in metastases from patients with breast cancer, TNC expression—or expression of a gene signature from activated macrophages^36^—overlapped GSP58 expression and with each other in patient samples and the expression levels correlated (Fig. 7b,c and Extended Data Fig. 6i). This suggested a link between TNC, metastasis-associated macrophages and activation of vascular niches in human metastases. Interestingly, previous studies have shown that TNC can bind and activate TLR4 in different cell types, leading to inflammatory signaling in mouse models of arthritis^37^. In line with these findings, we observed that macrophages treated with recombinant TNC induced expression of *Tnf*, *Il1b, Il6* and *Nos2* as activation markers, and this was reversed by TLR4 inhibitor (TLR4i) (Fig. 7d). However, although recombinant TNC can affect the adhesive properties of ECs, it did not directly induce expression of vascular niche components (Extended Data Fig. 6j,k). Furthermore, TNC expression in breast cancer cells was unaffected by treatment with EC-CM or recombinant vascular niche factors (Extended Data Fig. 6l). Considering these results in the context of vascular niche-regulation by macrophages, we hypothesized that perivascular TNC might be involved in the activation of macrophages to induce vascular niche components in metastasis. To address this in vivo, we injected control or TNC knockdown MDA231-LM2 cancer cells intravenously into NSG mice (Fig. 7e, top and Extended Data Fig. 6m). Consistent with previous studies^35,38^, TNC deficiency repressed metastatic colonization by breast cancer cells (Fig. 7f). We isolated ECs from mice harboring control or TNC knockdown metastases using FACS and determined the expression of GSP58 by microarrays (Extended Data Fig. 6n). The majority of GSP58 genes was repressed in TNC knockdown metastases (Extended Data Fig. 6o,p). Furthermore, quantitative PCR (qPCR) analysis of ECs isolated from mice confirmed that expression of the four niche factors was induced in metastases in a TNC-dependent manner (Fig. 7g). To further investigate direct TNC effects on macrophages and subsequent activation of endothelial niches, we cocultured ECs with TNC-treated RAW264.7 macrophages and analyzed expression of the four niche components. TNC-treated macrophages induced the niche factors in cocultured ECs (Extended Data Fig. 7a). In light of this, we aimed to uncover which factors from TNC-activated macrophages were responsible for induction of the vascular niche. We stimulated macrophages with TNC, alone or in combination with TLR4i, and performed transcriptomic analysis. PCA revealed major TNC-induced changes that were reversed by TLR4i cotreatment (Extended Data Fig. 7b). GSEA showed that a Toll-like receptor signature (KEGG) was enriched in TNC-stimulated macrophages and was under-represented when TLR4i was included (Extended Data Fig. 7c). Moreover, violin plot analysis showed induction of a metastasis-associated macrophage signature^39^ by TNC in a TLR4-dependent manner (Extended Data Fig. 7d). Further investigation of gene signatures associated with macrophage phenotypes^40,41^ showed that TNC can induce changes linked to different phenotypes such as the classical inflammatory macrophage phenotype (M1), alternatively activated macrophages (M2) and a wound-healing phenotype (Extended Data Fig. 7e–g). To address potential paracrine effects of TNC-stimulated macrophages, we analyzed genes of secreted proteins and observed induction of 75 by TNC, of which 54 were dependent on TLR4 (Extended Data Fig. 7h,i and Supplementary Table 10). To address whether TNC-induced factors from macrophages could promote niche components in ECs, we investigated a set of 20 of these cytokines and, since *Nos2* was induced by TNC in a TLR4-dependend manner (Fig. 7d), we also included a NO-inducing NONOate as a stimulant. Of these factors, only NONOate upregulated *INHBB* and *SCGB3A1* whereas both NONOate and TNF-α induced *LAMA1* and *OPG* (Extended Data Fig. 7j). Importantly, ECs from metastatic nodules in mice showed indications of high responses to both TNF and NO (Extended Data Fig. 7k,l). These results suggest that NO and TNF produced by macrophages can activate the vascular niche.

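Of 32 genes of TNF and NF-κB inflammation, 1 rose and 1 fell in ECs of week 3 compared with control, and 30 did not pass the test (2 higher and 1 lower when adjusted over the list alone). Relb, which encodes an NF-κB subunit, had a log2 fold change of 0.78 (standard error 0.13, adjusted p = 0.0245), and Ier3, an early response gene, one of -0.58 (standard error 0.11, adjusted p = 0.0311). The adhesion molecule genes Vcam1, Icam1 and Sele, named after their values were seen, had log2 fold changes of -0.57, -0.36 and -0.37 (standard errors 0.21, 0.13 and 0.32, adjusted p = 0.178, 0.175 and 0.571). The list had a median of -0.08 and a mean of -0.01 at week 3 (adjusted p = 0.707), and its median was -0.14 at week 1 (adjusted p = 4.30e-04, adjusted p = 0.332 with an estimated correlation). Of 14 genes of oxidative and nitrosative stress, Trib3, a pseudokinase gene of the stress response, rose (log2 fold change of 0.71, standard error 0.15, adjusted p = 0.0454) and 13 did not pass the test. The median and the mean of this list were 0.02, while the set test pointed downward (adjusted p = 0.833).

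In averaged z-scores, the TNF and NF-κB list was at 0.05 ± 0.26 (SD, n = 3) at week 3, 0.21 ± 0.40 (SD, n = 3) at week 2, -0.37 ± 0.28 (SD, n = 3) at week 1 and 0.11 ± 0.34 (SD, n = 3) in control. Week 3 minus the other 9 arrays was 0.07 (exact permutation test, two-sided, p = 0.782), and 0.12 for oxidative and nitrosative stress (exact permutation test, two-sided, p = 0.573). The direction of the first difference was negative without week 3 replicate 2 (-0.06) and with all probe sets of a gene (-0.24), and that of the second without week 3 replicate 3 (-0.02). Immediate-early and heat-shock genes, which respond to tissue dissociation, were lower in the same arrays as a list (adjusted p = 1.36e-08, adjusted p = 0.147 with an estimated correlation). Of 16, 6 fell at week 3 and 10 did not pass the test. The fallen ones include Hspa1a, Nr4a1 and Atf3 (log2 fold changes of -1.18, -1.01 and -0.84, standard errors 0.17, 0.14 and 0.17). This list was also lower at week 1 than in control (median of -0.15, adjusted p = 2.24e-05, adjusted p = 0.108 with an estimated correlation). It was higher at week 2 than at week 1 (median of 0.10, adjusted p = 0.0171, adjusted p = 0.574 with an estimated correlation). Whether tissue handling had a part in the shifts of the TNF and NF-κB list at these weeks was not tested. The lists were fixed from general knowledge of these responses, and the gene sets of Extended Data Fig. 7k,l were not used here.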

**Fig. 7:**
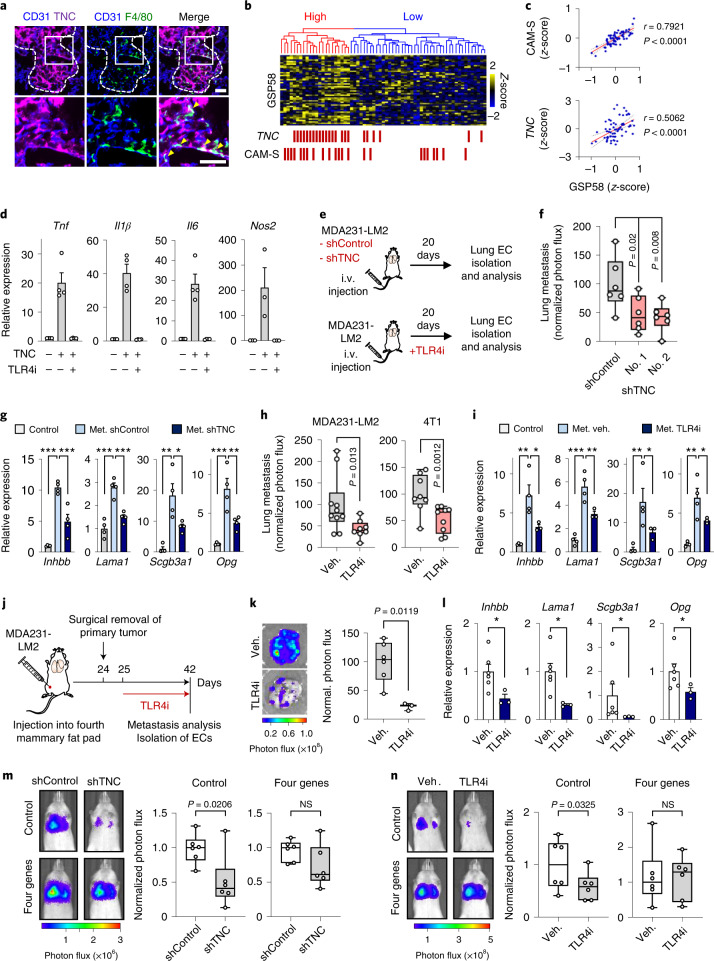
TNC–TLR4 axis promotes activation of perivascular macrophages and subsequent formation of a pro-metastatic endothelial niche in lung. **a**, Immunofluorescence analysis of TNC (purple), macrophages (F4/80, green) and ECs (CD31, blue) in MDA231-LM2 metastasis from mouse lung. Arrowheads indicate colocalization of TNC and macrophages at perivasculature. Dashed line indicates margins of metastasis. Shown are representative images from four independent samples. Scale bars, 50 μm. **b**, Hierarchical clustering of 65 human metastases of breast cancer (GSE14020) according to expression of GSP58. TNC- or classically activated macrophage-signature (CAM-S)-positive metastases are indicated by red bars. **c**, Correlation analysis of indicated parameters in 65 metastasis samples from patients with breast cancer. Linear regression with Pearson’s *r* and two-tailed *P* values are shown. **d**, Expression of indicated markers in macrophages treated with recombinant TNC or a combination of TNC and TLR4i (TAK-242) for 6 h; *n* = 3 (*Nos2*) or *n* = 4 (*Tnf*, *Il1b* and *Il6*) independent experiments. Shown are means with s.e.m. **e**, Experimental outlines showing MDA231-LM2 cancer cells, transduced with shRNA control (shControl) or shRNA against TNC (shTNC), injected intravenously (i.v.) into mice (top) or MDA231-LM2 cells injected i.v. into mice followed by treatment with TLR4i (bottom). **f**, Lung metastasis based on bioluminescence in mice injected with shControl or shTNC (two independent hairpins) transduced breast cancer cells; *n* = 6 mice for each group. *P* values calculated by one-tailed Mann–Whitney test. **g**, Expression of perivascular niche factors in ECs isolated from metastatic lung as in **f**; *n* = 4 mice. Data are means with s.e.m., and *P* values were determined by one-way ANOVA with Holm–Sidak’s multiple comparison test. *P < 0.05, **P < 0.01, ***P < 0.001. **h**, Bioluminescence analysis of mouse lungs harboring metastases and treated with TLR4i. For MDA231-LM2 and control, *n* = 10 mice; TLR4i, *n* = 8 mice; 4T1 and control, *n* = 8 mice; TLR4i, *n* = 9 mice. *P* values were calculated by one-tailed Mann–Whitney test. **i**, Expression of indicated genes in ECs isolated from lungs harboring MDA231-LM2 metastases as in **h**; *n* = 4 mice (control and metastasis with vehicle treatment) and *n* = 3 mice (metastasis with TLR4i treatment). Data are means with s.e.m., and *P* values were determined by one-way ANOVA with Holm–Sidak’s multiple comparison test. *P < 0.05, **P < 0.01, ***P < 0.001. **j**, Experimental outline of spontaneous lung metastasis in an orthotopic model. MDA231-LM2 cancer cells were implanted to the fourth mammary fat pad and their growth followed for 24 days, then tumors were removed surgically. Mice were treated with TLR4i from day 25 onwards. **k**, Metastasis in lungs of mice from **j**. Left, ex vivo bioluminescence; right, quantification of metastasis; *n* = 6 (vehicle) and *n* = 3 (TLR4i). *P* value was determined by one-tailed Mann–Whitney test. **l**, Expression of four niche factors in EC lungs isolated from mice harboring metastasis and treated with vehicle or TLR4i as in **j**,**k**. Data are means with s.e.m. obtained from *n* = 6 mice (vehicle) and *n* = 3 mice (TLR4i). *P* value was determined by one-tailed Mann–Whitney test. *P < 0.05. **d**,**g**,**i**,**l**, Expression was determined by qPCR. **m**,**n**, Rescue experiments where niche factors were ectopically expressed in metastatic breast cancer cells in the context of TNC knockdown (**m**) or TLR4i treatment (**n**) during lung colonization; *n* = 6 mice for each group. *P* values were determined by one-tailed Mann–Whitney test. **f**,**h**,**k**,**m**,**n**, Boxes show median with upper and lower quartiles, and whiskers indicate maximum and minimum values. Source data

To address the functional role of TLR4 as a regulator of vascular niches, we treated metastasis-bearing mice with TLR4i and isolated ECs for analysis (Fig. 7e, bottom). Whereas treatment with TLR4i did not affect recruitment of macrophages, it significantly reduced activation (Extended Data Fig. 8a,b). Importantly, inhibition of TLR4 caused downregulation of the vascular niche components and impeded metastatic colonization of the lungs (Fig. 7h, left and 7i). Considering the crosstalk between innate and adaptive immunity, we addressed the functional role of TLR4 in the immunocompetent 4T1 mammary tumor model. In line with results from xenograft models, TLR4i treatment inhibited metastatic colonization in the 4T1 model (Fig. 7h, right), and these results were crucially reproduced in an orthotopic mouse model of spontaneous metastasis to the lung (Extended Data Fig. 8c). Whereas mammary tumor growth was not significantly affected by TLR4 inhibition, both the size and number of metastatic nodules were reduced by TLR4i (Extended Data Fig. 8d,e). Notably, analysis of livers in the orthotopic mouse model showed significantly reduced liver metastasis following TLR4i treatment (Extended Data Fig. 8f). To provide evidence from a model that would mimic clinical settings, we analyzed metastatic progression and expression of the four niche components in ECs from mice where primary tumors had been surgically removed before analysis of metastasis. The experiments were done in the context of either TNC knockdown or TLR4i-treated metastases, after primary tumor removal (Fig. 7j and Extended Data Fig. 8g). Both TNC knockdown and TLR4i treatment reduced metastatic burden in the lung and repressed expression of the four niche components in lung ECs (Fig. 7k,l and Extended Data Fig. 8h,i). Finally, we investigated whether overexpression of the four niche factors could circumvent macrophage activation and restore diminished metastases in the absence of TNC or TLR4 function. Indeed, ectopic expression of the four niche components rescued both TNC knockdown and TLR4 inhibition in metastasis-bearing mice (Fig. 7m,n). Together, these results suggest a stromal interaction in metastasis where cancer cells produce TNC that activates macrophages which consequently promote the formation of a pro-metastatic vascular niche.

### Combined inhibition of TLR4 and VEGF impedes lung metastasis

Our findings indicated a distinction between EC genes regulated by VEGF and those regulated by activated macrophages. To address this further, we analyzed transcriptomic changes in ECs isolated from metastatic lungs where mice had been depleted of macrophages, and compared these to expression changes in ECs from mice treated with anti-VEGF antibody. The results from GSEA show that macrophage-depended EC gene induction is particularly linked to inflammatory responses and GSP58, whereas VEGF-dependent induction leads to stimulation of proliferation (Fig. 8a). In light of this, we examined whether a combination of anti-TLR4 and anti-VEGF therapy could provide increased efficacy in suppression of metastasis. We treated xenograft and syngeneic metastasis-bearing mice with TLR4i and anti-VEGF antibody, either individually or together (Fig. 8b). The results showed that combined inhibition of TLR4 and VEGF provides improved efficacy in repression of metastasis compared to single treatments (Fig. 8c,d). Considering a potential effect of the combination treatment on tumor-induced immune responses, we analyzed T cell exhaustion markers and the presence of regulatory T cells (Tregs), natural killer cells (NK cells), macrophages and neutrophils—in a syngeneic mouse model of metastasis (the 4T1 model) where mice were treated with TLR4i and anti-VEGF antibody. Although we observed induction of all these markers in metastases, the combination treatment did not affect the responses (Extended Data Fig. 9a–e). However, we observed increased apoptosis and reduced proliferation in cancer cells of metastases following combination treatment (Fig. 8e and Extended Data Fig. 10a). We treated mice with TLR4i and anti-VEGF antibody in an orthotopic setting, where mammary fat pad tumors were surgically removed on day 22 post implantation and treatment was initiated on day 23 (Extended Data Fig. 10b). Combined TLR4i and anti-VEGF treatment significantly repressed lung metastasis (Extended Data Fig. 10c). Notably, analysis of the discovery dataset from the METABRIC study revealed that expression of VEGF and TLR4 signatures^42,43^ in patient samples is associated with poor overall survival (Extended Data Fig. 10d). Together, our results describe distinct endothelial activation properties where macrophage-mediated inflammation induces the production of vascular niche proteins and VEGF signaling promotes EC proliferation (Fig. 8f). These results provide a rationale to explore the combination of TLR4i with anti-VEGF therapy in suppression of vascular functions in metastases.

**Fig. 8:**
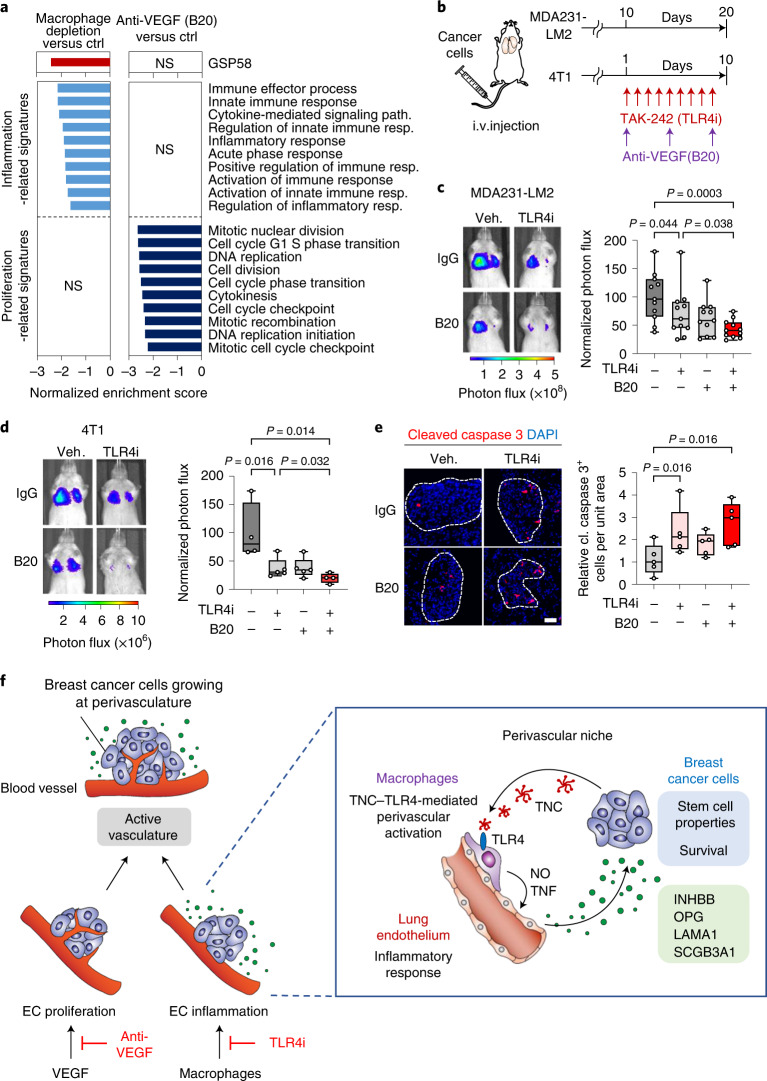
TLR4 inhibition and anti-VEGF therapy target different vascular functions, with combination treatment further impeding lung metastasis. **a**, GSEA of GSP58, inflammation- or proliferation-related signatures expressed in ECs from mice with either macrophage-depleted lung metastases (clodronate-liposome) or metastases treated with anti-VEGF therapy (B20). **b**–**d**, Inhibition of TLR4 and VEGF in mice harboring lung metastasis. **b**, Experimental outline where mice were intravenously injected with indicated breast cancer cells and treated with TLR4i or B20 as single treatments, or together as a combination treatment. **c**,**d**, Bioluminescence analysis of metastatic colonization of lungs in mice injected with MDA231-LM2 (**c**) or 4T1 (**d**) cancer cells and treated as described in **b**. Left, representative bioluminescence images; right, quantification of metastatic lung colonization based on bioluminescence signal. MDA231-LM2, *n* = 11 mice; 4T1, *n* = 5 mice (single TLR4i or B20 treatments) and *n* = 4 mice (control or double treatment). *P* values were calculated by one-tailed Mann–Whitney test. **e**, Immunofluorescence analysis of apoptosis by expression of cleaved caspase 3 in metastatic nodules treated with TLR4i, B20 or a combination of the two; *n* = 5 mice for each group. Scale bar, 50 μm. *P* values were determined by one-tailed Mann–Whitney test. **c**–**e**, Boxes show median with upper and lower quartiles, and whiskers indicate maximum and minimum values. **f**, Model depicting two regulatory arms of vascular activation, where VEGF promotes proliferation of ECs and macrophages, stimulated by TNC–TLR4 signaling, promote inflammatory reaction in ECs and secretion of pro-metastatic factors of the vascular niche that are utilized by cancer cells. Shown are interactions between breast cancer cells and macrophages via the TNC–TLR4 axis, which lead to macrophage activation and subsequent induction of the perivascular niche by NO and TNF to produce pro-metastatic factors including INHBB, OPG, LAMA1 and SCGB3A1. INHBB and SCGB3A1 induce stem cell properties in breast cancer cells while OPG and LAMA1 promote survival of cancer cells at the metastatic site. Source data

## Discussion

In this study we describe characteristic changes in lung ECs induced during metastatic colonization. We demonstrate a crucial role of specific molecular crosstalk at perivascular sites among colonizing breast cancer cells, macrophages and vascular endothelium during lung metastasis. The study provides insights into vascular regulation during metastasis, revealing a distinction between VEGF-induced proliferation and macrophage-induced inflammatory responses. Global transcriptomic analysis showed that VEGF-regulated gene expression patterns linked to cell proliferation and angiogenesis are induced in metastasis-associated lung ECs. However, the results also revealed an inflammatory reaction of ECs leading to production of numerous secreted proteins (GSP58) that are largely independent of VEGF, among which we identified INHBB, LAMA1, SCGB3A1 and OPG as crucial secreted components of the vascular niche in metastasis.

Growing evidence indicates that ECs play an important role in intercellular communication during development, tissue homeostasis and disease^6^. Transmembrane or secreted endothelial factors involved in cellular crosstalk have been termed angiocrine factors and can influence cancer progression^44^. For example, E-selectin produced by ECs in bone can promote epithelial-to-mesenchymal transition and stem cell properties in cancer cells to further metastatic colonization^45^. ECs can also produce specific extracellular matrix proteins that regulate states of dormancy and activation in disseminated breast cancer cells, and may enhance resistance to therapeutic intervention^9,46^. Antiangiogenic therapy targeting VEGF has been applied as part of a regimen to treat patients with advanced breast cancer. However, the clinical benefits from VEGF neutralization in patients with breast cancer have been limited^47,48^. Our results suggest that, although anti-VEGF therapy represses EC proliferation, it may not be able to block specific angiocrine functions of ECs during lung metastasis. However, the results also indicate that combined inhibition of VEGF-mediated proliferation and macrophage-induced vascular niche formation may be a promising approach to suppress broad endothelial functions in metastasis.

Our findings suggest that a crosstalk among disseminated breast cancer cells, activated macrophages and ECs is crucial to the formation of pro-metastatic vascular niches in the lung. Macrophages are activated by cancer cell-derived TNC and subsequently stimulate lung ECs by secreting NO and TNF to invoke vascular niche formation. TNC is recognized as a promoter of cancer progression in numerous malignancies and is expressed in highly aggressive cancer cells^49,50^. In metastatic breast cancer cells, TNC expression has been shown to be induced by JNK signaling and can be curbed by the metastasis-suppressing microRNA, miR335 (refs. ^38,51^). In addition to exerting changes in tumor stroma, TNC expressed by breast cancer cells functions in an autocrine manner, modulating Notch and Wnt signaling components to promote metastatic fitness of the cells^35^. Here, we reveal how TNC produced by cancer cells initiates activation of macrophages via TLR4 leading to induction of vascular niches. Notably, TNC-induced TLR4 activation has been shown to occur in the context of arthritis^37^. TNC is composed of multiple domains, among which the C-terminal fibrinogen globe was demonstrated to bind and activate TLR4 (refs. ^37,52^). In growing metastases, cancer cells are not the only source of TNC as activated fibroblasts can produce high TNC levels^50^. However, studies show that expression of TNC by reactive fibroblasts occurs at late time points and thus, in early metastasis, cancer cells are the primary source of TNC^35^. Although TNC from fibroblasts may contribute to vascular niches, our results indicate that TNC produced by cancer cells is crucial for the activation process.

Growing primary tumors can invoke specific changes in secondary organs, before colonization, leading to the generation of a premetastatic niche that facilitates colonization of these organs^53^. Some of these changes may affect blood vessels, as recently shown for leucine-rich alpha-2-glycoprotein 1 (ref. ^54^). However, our findings indicate that the four vascular niche genes are not induced by secreted factors from primary tumors. We conclude that TNC, produced by cancer cells invading the lungs, jump-starts the cascade that results in the formation of a pro-metastatic vascular niche.

Macrophages are recognized to express heterogeneous phenotypes depending on origin and function. Our results suggest that pro-metastatic macrophages that play a regulatory role for vascular niches in the lung are interstitial—that is, recruited from blood circulation—rather than local alveolar macrophages. This is in line with previous findings suggesting that alveolar macrophages are dispensable for metastatic progression whereas those recruited from the blood circulation are required for metastasis^31^. We explored the macrophage phenotype induced by TNC and observed induction of the classical inflammatory phenotype (M1), as well as features of alternatively activated macrophages (M2) and wound-healing properties. It is important to note the growing evidence which suggests that polarization of macrophages may be more complex and plastic than previously understood^55^. For example, single-cell analysis within the breast tumor microenvironment has shown that tumor-associated macrophages can exhibit both M1 and M2 features simultaneously^56^.

In conclusion, our findings delineate a multifaceted cellular crosstalk within growing metastases in the lung. The results show a crucial role for the vascular niche during metastatic progression, and emphasize the role of the extracellular matrix in its regulation. These interactions in metastatic nodules may serve as useful targets when developing future therapies against metastatic disease.

## Methods

### Human metastasis samples

Studies on breast cancer metastases were approved by the ethics committee of the University of Heidelberg Medical Faculty (no. S-716/2018) and conformed to the principles of the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Patients gave written informed consent.

### Cell culture

Cell lines MDA-MB-231 (MDA231, American Type Culture Collection (ATCC)), MDA-MB-231-LM2 (MDA231-LM2, RRID:CVCL_5998, provided by J. Massagué)^10^ and 4T1, HEK293T and RAW264.7 (all from ATCC) were cultured in DMEM (GlutaMAX, Thermo Fisher Scientific) with 10% fetal bovine serum (FBS, Gibco). SUM159 (Asterand Bioscience) and SUM159-LM1 cells^51^ were maintained in DMEM/F12 medium (Thermo Fisher Scientific) with 5% FBS and 5 μg ml^–1^ human insulin (Sigma-Aldrich). E0771 (CH3 BioSystems) and HL60 (ATCC) cells were cultured in RPMI 1640 medium (Thermo Fisher Scientific) with 10% FBS; E0771 medium also included 10 mM HEPES (Sigma-Aldrich). Primary human pulmonary ECs (Lonza) were cultured in EBM-2 medium with the EBM-2 bullet kit (Lonza). The human pulmonary EC line ST1.6R^57^ was provided by R. E. Unger and C. J. Kirkpatrick, and cultured on collagen type I-coated plates with M199 (Thermo Fisher Scientific) containing 20% FBS, 25 μg ml^–1^ EC growth supplement (Corning) and 25 μg ml^–1^ heparin (Sigma-Aldrich). Bone marrow-derived macrophages were isolated from 8–10-week-old BALB/c mice and cultured in DMEM with 10% FBS and 20 ng ml^–1^ macrophage colony-stimulating-factor (M-CSF, Peprotech). All media contained 50 U ml^–1^ penicillin and 50 μg ml^–1^ streptomycin (Sigma-Aldrich). All cancer cell lines were authenticated using Multiplex Cell Authentication by Multiplexion Heidelberg.

### Mouse metastasis models

Female nonobese, diabetic, severe combined immunodeficiency gamma^null^ (NSG, The Jackson Laboratory), BALB/c (Janvier Labs or Envigo) or C57BL/6 mice (6–12 weeks old) were used for in vivo studies. Mice were housed in individually ventilated cages under controlled temperature (22 °C) and humidity (50%) under a 12/12-h light/dark cycle. All experiments with mice were conducted according to German legal regulations, and protocols were approved by the governmental review board of the state of Baden-Wuerttemberg, Regierungspraesidium Karlsruhe, under authorization nos. G-51/13, G-81/16 and G-98/18.

To track cancer cells in mice, cell lines MDA231, MDA231-LM2, SUM159 and SUM159-LM1, and mouse mammary tumor cell line E0771, were transduced with a triple-reporter-expressing herpes simplex virus thymidine kinase 1, GFP and firefly luciferase genes^58^. 4T1 was transfected with the nS/MARt-Luc vector, which was generated by exchanging the reporter gene GFP for luciferase in the SP-nS/MARt vector^59^.

For lung colonization assays, either 200,000 cells (MDA231-LM2 or SUM159-LM1), 25,000 cells (MDA231), 100,000 cells (SUM159 or 4T1) or 500,000 cells (E0771) were suspended in 100 μl of PBS and injected intravenously. Metastatic colonization was monitored by bioluminescence from luciferase. Mice were injected intraperitoneally with d-luciferin (150 mg kg^–1^, Biosynth) and imaged with an IVIS Spectrum (Caliper Life Sciences). Bioluminescence was analyzed using Living Image software v.4.4 (Caliper Life Sciences).

For the spontaneous metastasis assay in an orthotopic mouse model, 500,000 MDA231-LM2 cells were suspended in a 1:1 (v/v) mixture of Growth Factors-Reduced Matrigel (Corning) and PBS and implanted bilaterally into the fourth mammary fat pad. Primary tumor growth was monitored using a digital caliper and/or bioluminescence imaging. Tumor volume was calculated with the following formula: volume = length × width^2^ × 0.52. The maximal tumor volume permitted, 520 mm^3^, was not exceeded. Primary tumors were surgically removed at 22–24 days post implantation and spontaneous metastasis monitored until days 33–42. In experiments where primary tumors were not removed, mice were sacrificed after 24 days and metastatic burden analyzed.

### Drug treatment in vivo

To inhibit VEGF signaling in vivo, mice harboring lung metastases were injected intraperitoneally with anti-human/mouse VEGF-A neutralizing antibody (Genentech, no. B20.4.1.1; 5 or 10 mg kg^–1^)^15^ twice per week for 3 weeks, or with anti-mouse VEGFR2-blocking antibody (DC101, BioXcell) at 40 mg kg^–1^, on days 21 and 24 post cancer cell implantation. To deplete macrophages, mice were treated with clodronate-liposome (Liposoma BV) by intravenous injection of 150 μl every second day. PBS-loaded liposome (Liposoma BV) was used as control. Neutrophils were depleted by anti-Ly6G antibody (1A8, BioXcell) injected intraperitoneally (20 mg kg^–1^) every second day. For TLR4 inhibition, TAK-242 (Merck Millipore) was injected intraperitoneally at 10 mg kg^–1^ once per day. Combined TLR4 and VEGF inhibition was performed by intraperitoneal injection of TAK-242 (10 mg kg^–1^, once daily) and B20.4.1.1 (10 mg kg^–1^, twice weekly).

### Isolation of ECs from mouse organs

Mouse organs were digested using 0.5% Collagenase type III (Pan Biotech), 1% Dispase II (Gibco) and 30 μg ml^–1^ DNase I in PBS for 45 min at 37 °C. Cells were resuspended in PBS containing 2% FBS and 2 mM EDTA, and sequentially filtered through 100- and 70-μm nylon filters (Greiner). ACK Lysing Buffer (Lonza) was used to remove red blood cells. Cells were resuspended in PBS containing 2% FBS and 2 mM EDTA for FACS, or DMEM containing 0.1% BSA for magnetic-activated cell sorting (MACS).

For FACS, cells were incubated (30 min on ice) with the following antibodies: phycoerythrin (PE)-conjugated anti-CD45 (1:3,000), PE-conjugated anti-CD326 (1:250), allophycocyanin (APC)-conjugated anti-CD140a (1:50), APC-conjugated anti-CD140b (1:50) and PE/Cyanine7 (Cy7)-conjugated anti-CD31 (1:500) (all from eBioscience) and PE-conjugated anti-CD11b (1:3,000, BD Biosciences). Cell sorting was performed with either a BD FACSAria I or FACSAria II machine (Becton Dickinson) with BD FACSDiva software 8.0.1. GFP^–^ (cancer cells), PE^–^, APC^–^ and PE/Cy^+^ population was isolated as the lung EC fraction. Fibroblasts (CD140a^+^ and b^+^), bone marrow-derived cells (CD45^+^) and epithelial cells (CD326^+^) were also isolated, and expression of vascular niche factor candidates analyzed by qPCR. For MACS-based isolation of ECs, rat anti-mouse CD31 antibody (Mec13.3, BD Pharmingen) was coupled to sheep anti-rat IgG dynabeads (Thermo Fisher Scientific) and used to purify ECs.

### Oncosphere treatment and analysis

Oncosphere cultures were stimulated with CM from ECs, either with CM from HEK293T containing secreted niche factors or with recombinant niche factors. EC-CM: CM was collected from ST1.6R ECs (cultured in HuMEC medium (Invitrogen) with 0.1% BSA for 24 h). For oncosphere formation assays with CM containing secreted vascular niche factors, HEK293T cells were used to generate CM. HEK293T-CM: HEK293T cells were transfected with pLVX-Puro vector (Invitrogen) expressing human INHBB, SCGB3A1 or OPG using Lipofectamine 2000 (Invitrogen), according to the manufacturer’s instructions. All collected CM was filtered with a 0.45-μm syringe-filter (Techno Plastic Products). To prepare CM containing recombinant LAMA1, HEK293T cells were infected with lentivirus harboring Tet-ON advanced vector and then transfected with pLVX-tight-puro vector encoding human LAMA1 with Lipofectamine 2000. After 1 day of transfection, culture medium was replaced with serum-free HuMEC containing 1 μg of doxycycline (Sigma) to collect secreted LAMA1 for 48 h. SUM159-LM1 cells (12,500 ml^–1^) were suspended in either CM (diluted two-to-five-fold in HuMEC) or HuMEC containing either 50 ng ml^–1^ activin B (R&D systems) or 1 μg ml^–1^ SCGB3A1 (R&D systems) and seeded in ultra-low attachment plates (Corning). Cells were cultured for 7 days, and oncospheres per well counted with a Zeiss Primovert microscope using the ×4 objective.

Gene responses to activin B and SCGB3A1 were analyzed in oncospheres. SUM159-LM1 cells were seeded in HuMEC/0.1% BSA on ultra-low attachment plates and treated with 50 ng ml^–1^ recombinant human activin B (R&D systems) for 6 h. To analyze responses to SCGB3A1, SUM159 cells were transduced with either pLVX-puro-hSCGB3A1 or control pLVX-puro lentiviral vectors and seeded on ultra-low attachment plates. Oncospheres were collected and gene expression analyzed by microarrays.

### Cell stimulation

Cancer cells were stimulated with CM from ECs or vascular niche factors to analyze the potential effect on TNC expression. MDA231 cancer cells were treated with ST1.6R-CM for 20 h and collected for analysis. For stimulation with recombinant activin B and OPG, MDA231 cells were serum starved using DMEM/0.5% FBS for 10 h and treated with either 50 ng ml^–1^ activin B (R&D Systems) or 200 ng ml^–1^ OPG (R&D Systems) for 20 h. For SCGB3A1 stimulation, HEK293T cells were transfected with either pLVX-puro-hSCGB3A1 or control pLVX-puro using Lipofectamine 2000. Transfected cells were cultured in DMEM/0.5% FBS for 36 h, and CM containing secreted SCGB3A1 was collected to treat serum-starved MDA231 cells for 20 h. For LN111 or LN121 stimulation, MDA231 cells were seeded on plates coated with LN111 or LN121 (10 μg ml^–1^, Biolamina) and cultured for 20 h. Total RNA from stimulated or unstimulated MDA231 cells was isolated and *TNC* expression analyzed by qPCR.

Macrophages were activated by TNC. Bone marrow-derived macrophages were serum starved (1% FBS and 20 μg ml^–1^ M-CSF) overnight and treated with either 3 μM TAK-242 (Merck Millipore) or vehicle control (0.1% DMSO in the final step) for 1 h before stimulation with recombinant TNC (2 μg ml^–1^, Merck Millipore) for 6 h. RNA was extracted, and gene expression assessed by qPCR or microarrays.

Lung ECs were stimulated with CM from different sources. To generate cancer cell-derived CM, MDA231-LM2 cells were cultured with DMEM/1% FBS for 24 h and the medium collected. To produce CM from neutrophils, undifferentiated HL60 cells were stimulated with 1.25% DMSO and 1 μM all-transretinoic acid (Sigma-Aldrich) to induce differentiation towards neutrophil lineage. Differentiated HL60 cells were washed with PBS and secreted proteins collected in RPMI 1640/1% FBS. To produce CM from macrophages, RAW264.7 cells were stimulated with 10 nM PMA for 24 h. Activated RAW264.7 cells were washed with PBS and secreted proteins collected in DMEM/1% FBS for EC stimulation. CM from unstimulated RAW264.7 cells was used as control.

Lung ECs were stimulated by TNC-activated macrophages via indirect coculture. ST1.6R cells were seeded on collagen I-coated plates and cultured with growth medium. Transwell polycarbonate membrane inserts (0.4-μm pore size, Corning) were coated with 10–20 μg ml^–1^ TNC (Merck) overnight at 4 °C. The culture medium of ST1.6R cells was replaced with M199 containing 1% FBS, and TNC-coated transwell inserts placed on ST1.6 culture plates. RAW264.7 cells were seeded onto TNC-coated transwell inserts. Indirect cocultures were incubated at 37 °C for 48–72 h before collection. Noncoated transwell inserts were used as controls.

Endothelial cells were stimulated with a collection of specific macrophage-derived factors. ST1.6R cells were serum starved (1% FBS) for 1 day and stimulated for 16–24 h with recombinant cytokines or other reagents as follows: 50 ng ml^–1^ CXCL1 (Peprotech), 50 ng ml^–1^ CXCL3 (Peprotech), 50 ng ml^–1^ CXCL10 (Peprotech), 100 ng ml^–1^ CCL2 (Peprotech), 100 ng ml^–1^ CCL3 (Biolegend), 100 ng ml^–1^ CCL5 (Peprotech), 100 ng ml^–1^ CCL12 (Biolegend), 100 ng ml^–10^ CCL22 (Biolegend), 10 ng ml^–1^ IL-1α (Peprotech), 10 ng ml^–1^ IL-1β (Peprotech), 100 ng ml^–1^ IL-6 (Peprotech), 100 ng ml^–1^ IL-12 (Peprotech), 100 ng ml^–1^ IL-15 (Peprotech), 100 ng ml^–1^ IL-18 (Peprotech), 100 ng ml^–1^ IL-23 (R&D systems), 100 ng ml^–1^ IL-27 (R&D systems), 100 ng ml^–1^ IL-35 (R&D systems), 10 ng ml^–1^ TNF-α (Peprotech), 100 ng ml^–1^ TNF-SF9 (Peprotech), 1 μg ml^–1^ CD40 (R&D systems) and 1 mM diethylenetriamine NONOate (abcam).

Recombinant TNC was used for direct stimulation of lung ECs. Human primary lung ECs were seeded on plates coated with 10 μg ml^–1^ recombinant TNC (Merck) in EBM-2 containing 0.2% FBS without supplements, and cultured for 16–20 h. Stimulated ECs were collected and expression of *INHBB*, *LAMA1*, *SCGB3A1* and *OPG* analyzed by qPCR.

### Lung EC adhesion on fibronectin and TNC substrates

Recombinant fibronectin (10 μg ml^–1^, R&D Systems) in PBS was loaded on glass coverslips precoated with poly-l-lysine (PLL; Sigma) and incubated overnight at 4 °C. After the PBS wash, coverslips were coated with 10 μg ml^–1^ recombinant TNC. ST1.6R cells were seeded onto the coverslips and incubated for 1 h at 37 °C, allowing cells to attach and spread. Images were taken using a Zeiss Primovert microscope equipped with Axiocam 105 color (Zeiss), and cell area measured by FIJI (ImageJ).

### Flow cytometry analysis

For analysis of general macrophages and neutrophils in mouse lung, the following antibodies were used: PE-conjugated anti-CD11b (1:3,000, BD Biosciences), Alexa647-conjugated anti-F4/80 (for macrophages; 1:400, eBioscience) or APC-conjugated anti-Gr1 (for neutrophils; 1:2,000, Invitrogen).

For staining of interstitial and alveolar macrophages we used the following: anti-CD45 conjugated with PE/Cy5 (1:3,000, eBioscience) or BV785 (1:300, Biolegend); anti-MerTK conjugated with PE (1:100, eBioscience) or PE/Cy7 (1:300, Biolegend); anti-CD64 conjugated with BV421 (1:100, Biolegend) or PE/Dazzle594 (1:300, Biolegend); anti-CD170 conjugated with Alexa647 (1:200, BD Pharmingen) or APC (1:300, Biolegend); and anti-CD11b conjugated with PE/Cy7 (1:1,000, eBioscience) or PE (1:300, Biolegend). Macrophage populations were as follows: alveolar, GFP^–^/CD45^+^/MerTK^+^/CD64^+^/CD170^+^/CD11b^–^; and interstitial, GFP^–^/CD45^+^/MerTK^+^/CD64^+^/CD170^–^/CD11b^+^. For analysis of immune responses in metastasis the following antibodies (all diluted 1:300 and from Biolegend) and reagents were used: T cell exhaustion, anti-CD3e-Alexa700, anti-PD1-BV421, anti-Lag3-PE/Cy7, anti-CD69-BV510, anti-Tim3-APC, anti-CTLA4-PE/Dazzle594 and anti-TIGIT-PE; Tregs, anti-CD45-BV785, anti-CD4-APC, anti-CD25-PerCP/Cy5.5 and anti-FoxP3-Alexa-488, with the FoxP3/Transcription Factor Fixation/Permeabilization Kit (eBioscience); NK cells, anti-CD45-PE and anti-CD49b-PE/Cy7; and neutrophils, anti-CD45-BV785, anti-CD11b-PE and anti-Ly6G-PerCP/Cy5.5. Macrophages in this setting were analyzed as described above.

Flow cytometry was performed on either LSR Fortessa with BD FACSDiva software 8.0.1 (BD Biosciences) or Attune NXT with Attune NXT analyzer software (Thermo Fisher Scientific). Data were analyzed using FlowJo v.10 software (Treestar).

### Gene expression profiles

Gene expression profiles were generated using either Affymetrix GeneChip Mouse Genome 430 v.2.0 or Human Genome U133 Plus v.2.0 Arrays, according to the manufacturer’s instructions. Raw CEL files were robust multiarray average (RMA) normalized and clustered with principle components using Chipster (v.3.8.0). Differential gene expression analysis was performed by two-group comparison using an empirical Bayes test with Benjamini–Hochberg correction of *P* values. Gene Ontology analysis was conducted with the Database for Annotation, Visualization and Integrated Discovery (DAVID)^60^, and the EC secretome gene set was generated utilizing GO:0005576 (GO term, extracellular region). To generate lung EC inflammation and proliferation signatures associated with metastasis (Supplementary Tables 3 and 4), genes of “HALLMARK_Inflammatory_Responce” and “REACTOME_Cell_Cycle_Mitotic” from the Molecular Signatures Database (MSigDB) of the Broad Institute were applied to gene expression profiles of metastasis-associated ECs, and genes with increased expression (*z*-score of “Week 3” minus “Control” >1) were selected to the signature. Heatmap images were produced using either MeV v.4.9.0 software or GraphPad Prism v.8, and volcano plots generated with R v.3.5. GSEA was performed with MSigDB. Nominal *P* values were calculated based on random gene set permutations with Benjamini–Hochberg correction. For violin plots, genes of specific gene sets described in each figure legend were *z*-scored and the average *z*-score for each gene from three biological replicates was calculated. Gene expression profiles of human metastasis (GSE14020 or lung metastasis samples from GSE14018)^61^ or primary tumor tissues (METABRIC discovery)^62^ from patients with breast cancer were normalized (RMA) using R v.3.5. For analysis of the correlation of stem cell gene sets with activin B signature (ActB-S, Supplementary Table 7) or SCGB3A1 signature (S3A1-S, Supplementary Table 8) in patients with breast cancer, we stratified samples from the METABRIC discovery dataset or patients with lung metastasis of GSE14018 based on ActB-S or S3A1-S expression (*z*-score). Patients with high or low expression of ActB-S or S3A1-S (upper and lower quantiles) were selected, and GSEA was conducted to analyze enrichment of stem cell gene sets in each group. Hierarchical clustering based on the expression of GSP58 was performed with the heatmap function in the R Stats Package using gene expression profiles of distant metastases of breast cancer (GSE14020 or lung metastasis samples from GSE14018). The clusters thus obtained were used for GSEA, lung metastasis-free survival analysis or correlation of *TNC* and signature of classically activated macrophages^36^. For analysis of the association of specific signatures with lung metastasis-free survival, we divided lung metastasis samples of GSE14018 into two groups—good or poor metastasis-free survival (based on upper and lower quantiles)—and used GSEA for analysis of the enrichment of GSP58, lung EC inflammation signatures associated with metastasis (Supplementary Table 4) or lung EC proliferation signature associated with metastasis (Supplementary Table 3). Pearson’s correlation analysis of vascular niche genes with *CDH5*, *TNC* or the signature of classically activated macrophages^36^ was conducted with GSE14020 using GraphPad Prism v.8. Gene expression data of a series of human breast cancer cell lines (Supplementary Table 9) were obtained from GSE16795 and RMA-normalized by R v.3.6. *TNC* expression and JNK signature^51^ were analyzed by *z*-score and compared with epithelial–mesenchymal status, as well as the breast cancer subtype of each cell line.

Survival analysis of patients with breast cancer was performed using datasets from METABRIC discovery, lung metastasis of GSE14018 or datasets compiled using the Kaplan–Meier plotter (KM plotter)^63^. The following datasets were used in the KM plotter: E-MTAB-365, GSE16716, GSE17907, GSE19615, GSE20271, GSE2034, GSE20711, GSE21653, GSE2603, GSE26971, GSE2990, GSE31519, GSE3494, GSE37946, GSE42568, GSE45255, GSE4611, GSE5327 and GSE7390 for relapse-free survival; and GSE16716, GSE20271, GSE20711, GSE3494, GSE37946, GSE42568, GSE45255 and GSE7390 for overall survival. The association of VEGF signature (ABE_VEGFA_TARGETS in the C2 collection)^42^ and TLR4 signature (GSE14769_UNSTIM_VS_240MIN_LPS_BMDM_UP in the C7 collection)^43^ with survival of patients with breast cancer was analyzed using the METABRIC discovery dataset.

### Immunohistochemistry and immunofluorescence

To study human metastases, 11 cases of breast cancer lung metastasis were identified using the database of the Institute of Pathology, University Hospital Heidelberg. Resected metastases from lungs were fixed in 10% buffered formalin for 24 h at room temperature and embedded in paraffin blocks. Tissue sections of 4-µm thickness were treated with CC2 buffer (pH 6.0) for antigen retrieval. Immunohistochemical analysis was performed using the following antibodies: anti-CD31 (ready-to-use, Roche), anti-SCGB3A1 (1:50, Bioss Antibodies) and anti-LAMA1 (1:50, Invitrogen). Automated immunostaining was done using Ventana Bench Mark Ultra automat with the OptiView DAB Kit (Roche), Dako AutostainerLink 48 and the EnVision Flex Kit (Agilent). Stained tissue sections were mounted with Consul-Mount (Thermo Fisher Scientific) and scanned by Aperio AT2 (Leica; magnification 1:400) for analysis. Quantification was performed using Aperio Image Scope v.11.2.0.780.

For analysis of metastatic nodules in mouse models, dissected lungs from mice harboring metastases were fixed in 10% buffered formalin for 4–12 h at 4 °C, incubated with 30% sucrose/PBS overnight at 4 °C and embedded in O.C.T. (Sakura Finetek). Sections (8 µm) were prepared with a Microm HM-525 cryotome (Thermo Fisher Scientific) and air-dried for 30 min at room temperature. Sections were washed with PBS, treated with blocking solution (0.5% Blocking Reagent (PerkinElmer), 0.1 M Tris-HCl (pH 7.5) and 0.15 M NaCl) and incubated with the following antibodies: anti-GFP (1:1,000, abcam), anti-CD31 (1:100, BD Pharmingen or 1:50, abcam), anti-cleaved caspase 3 (1:250 dilution, Cell Signaling), anti-Ki67 (1:200, Thermo Fisher Scientific), anti-F4/80 (1:100, Invitrogen), anti-TNC (1:4,000, Thermo Fisher Scientific), anti-VEGFR1 (1:25, R&D Systems) or anti-TNF-α (10 μg ml^–1^, R&D Systems). After washing, sections were stained with fluorescence-conjugated secondary antibodies and DAPI (BioLegend). Sections were mounted with Fluoromount-G (SouthernBiotech).

For vimentin immunostaining, cryosections from xenograft mouse lungs harboring metastases were rehydrated and quenched with 3% hydrogen peroxide. Antigen retrieval was carried out at 100 °C for 20 min with citrate buffer (pH 6.0, Vector Laboratories). Sections were treated with blocking solution, followed by incubation with anti-vimentin antibody (1:400, Leica Biosystems). Biotinylated anti-mouse IgG secondary antibody and the ABC avidin-biotin-DAB detection kit (Vector laboratories) were used for signal detection, according to the manufacturer’s instructions. Sections were counterstained with Mayer’s hematoxylin solution (Sigma-Aldrich) and mounted using Cytoseal XYL (Thermo Fisher Scientific). Images were obtained with a Cell observer microscope (Zeiss) equipped with either a Plan-Apochromat ×20/0.8 numerical aperture M27 or EC Plan-Neofluar objective lens (Zeiss) and analyzed with either FIJI (ImageJ) or ZEN imaging software (Zeiss).

### Immunocytochemistry

Either LN111 or LN121 (both 10 μg ml^–1^, Biolamina) was loaded on coverglass slips precoated with PLL (Sigma), and SUM159-LM1 cells were then seeded onto the coverslips. To inhibit integrin β1 function, anti-integrin β1 blocking antibody (2.5 μg ml^–1^, Merck) was used. After 24–48 h, cells were fixed with 2% formaldehyde/PBS on ice, permeabilized with 0.1% Triton X-100 and 0.1% Tween20, blocked and incubated with either anti-paxillin (1:1,000, BD Transduction Laboratories) or anti-cleaved caspase 3 (1:250, Cell signaling). Cy3- or Alexa-488-conjugated secondary antibodies (1:500, Invitrogen) were used to reveal staining and DAPI (BioLegend) to stain nuclei. Cells were imaged using a Cell observer microscope (Zeiss), and cell area and number of apoptotic cells per field were analyzed with FIJI (ImageJ).

### Ectopic expression and knockdown

To overexpress vascular niche genes, full-length complementary DNAs (cDNAs) of human INHBB and OPG were amplified by PCR from ST1.6R total cDNA. Human SCGB3A1 cDNA was synthesized as GeneArt Strings DNA Fragments (Invitrogen). cDNAs were subcloned into pLVX-Puro lentiviral expression vector (Clontech) and transfected into HEK293T cells with packaging plasmids psPAX2 and pMD2G, using Lipofectamine 2000. Viral supernatants were collected after 48 h and used to infect cancer cells in the presence of 8 μg ml^–1^ polybrene (Sigma-Aldrich). Infected cells were selected with 2 μg ml^–1^ puromycin (Invitrogen) for 7 days, and gene expression confirmed by qPCR. To generate cells overexpressing LAMA1, cancer cells were infected with lentivirus harboring pLVX-Tet-On Advanced vector (Clontech) and infected cells selected with Zeocin (Thermo Fisher Scientific) for 7 days, using 2 mg ml^–1^ for MDA231 and 500 μg ml^–1^ for SUM159. Human LAMA1 cDNA was purchased from Promega and subcloned into pLVX-Tight-puro vector (Clontech). Cancer cells with pLVX-Tet-On Advanced vector were transduced with pLVX-Tight-hLAMA1, and positive cells selected with 2 μg ml^–1^ puromycin. Zeocin- and puromycin-resistant cells were collected, and doxycycline-mediated inducible expression of LAMA1 was confirmed by qPCR.

The shERWOOD algorithm^64^ was utilized to design shRNAs to knock down human DR4, DR5 or INHBB; sequences can be found in Supplementary Table 11. Oligonucleotides were cloned into miR-E lentiviral vectors^65^. StdTomatoEP or StdTomatoEZ, modified versions of the original SGEP vector provided by J. Zuber in which the GFP reporter was replaced by the tdTomato protein and, as for StdTomatoEZ, the puromycin resistance cassette was replaced by the Zeocin resistance cassette. Constructs were transfected into HEK293T cells with psPAX2 and pMD2G using Lipofectamine 2000. The resulting lentiviruses were used to infect MDA231, MDA231-LM2 or ST1.6R cells. Knockdown efficiency was assessed by qPCR after selection by puromycin (2 μg ml^–1^) and/or Zeocin (600 μg ml^–1^). Human TNC was targeted as previously described^35^.

### ELISA and EIA

For detection of protein levels of INHBB, laminin α1 subunit, SCGB3A1 and OPG in lung ECs, mouse lungs harboring MDA231-LM2 metastasis were harvested and ECs purified by FACS. Lung ECs were suspended in PBS supplemented with 1× HALT protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific) and lysed by sonication with SONIFIER W-250 D (BRANSON). Homogenates were pelleted, and supernatants used for protein analysis. Kits for mouse inhibin-B EIA (Raybiotech), mouse LAMA1 ELISA (FineTest), mouse HIN-1/SCGB3A1 ELISA (Raybiotech) and mouse OPG ELISA (Raybiotech) were used according to the manufacturers’ instructions. Total protein concentration of each sample was determined by BCA protein assay kit (Pierce), and the amount of each factor in the samples was calculated using standard curves.

### qPCR

Total RNA was extracted using either the RNeasy Mini kit (Qiagen) or Arcturus PicoPure RNA isolation kit (Applied Biosystems), and reverse transcription was performed with the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems) according to the manufacturers’ instructions. qPCR was performed with the SYBR Green gene expression assay (Applied Biosystems) using the ViiA 7 Real-Time PCR System (Applied Biosystems) and analyzed with Quant Studio Real-Time PCR software v.1.3 (Applied Biosystems). Primer pairs are listed in Supplementary Table 11.

### Immunoblot analysis

MDA231-LM2 cells, treated with incremental dosages of recombinant OPG (10–200 ng ml^–1^, R&D Systems) in the presence of 50 ng ml^–1^ recombinant TRAIL (R&D Systems), were lysed in RIPA buffer with 1× HALT protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific). Immunoblots were performed as previously reported^51^. Primary antibodies used were as follows: anti-cleaved caspase 3 (1:500), anti-caspase 3 (1:1,000) and anti-vinculin (1:1,000), all from Cell Signaling. Incubation with horseradish peroxidase-conjugated IgG (1:10,000, Leica), followed by Clarity Western ECL Substrate (Bio-Rad) and exposure to X-ray films (Fuji-film) was used to develop the signal.

### Statistics and reproducibility

Statistical analyses were performed as described in individual figure legends. Generally, *P* < 0.05 was considered significant and statistical tests for in vitro experiments were two-tailed, unless otherwise indicated. All functional in vivo experiments were based on substantial previous in vitro results that indicated one-directional effect, and thus one-tailed tests were adopted for these experiments. Statistics for average *z*-scores of gene signatures were conducted with one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test, unless otherwise indicated. When applicable, data distribution was assumed to be normal but this was not formally tested. For Kaplan–Meier analyses in patients with breast cancer, statistical differences were calculated by log-rank (Mantel–Cox) test. The GSE14020 gene expression dataset was used to study the correlation between vascular niche genes and *Cdh5*, *Tnc* or signature of activated macrophages in a cohort of 65 metastasis samples from patients with breast cancer. Gene expression values for each gene within individuals were associated in a correlation matrix. Next, Pearson correlation coefficient (*r*) and *P* values were calculated for each comparison. Statistical significance of gene expression data from microarrays was calculated with Chipster. Statistical analyses of GO and gene set enrichment were conducted using DAVID^60^ and GSEA, respectively. For GSEA, false discovery rate (FDR) < 0.25 was considered statistically significant. All other statistical analyses were performed using GraphPad Prism v.8 for Windows. Exact *P* values not indicated in figures are summarized in Supplementary Table 12.

Biological replicates for each experiment are noted in figure legends. Although statistical methods were not used to predetermine sample sizes, this was generally determined based on previous studies involving similar experiments^35,51,66^. No data were excluded from the analyses. Mice were randomized from different cages and allocated to control and treatment groups for metastasis experiments. Immunohistochemistry and immunofluorescence images were acquired and analyzed in a blinded fashion. For other experiments, neither randomization nor blinding was used.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables 1–12. Multiple-tab Excel workbook.

## Data Availability

All transcriptomic datasets generated in this study have been deposited at the NCBI Gene Expression Omnibus under accession code GSE156354. Source data are provided with this paper. All other data supporting the findings of this study are available within the article and its Supplementary Information or from the corresponding author on reasonable request.

## Source data

Source Data Fig. 1 Statistical Source data.
Source Data Fig. 2 Statistical Source data.
Source Data Fig. 3 Statistical Source data.
Source Data Fig. 4 Statistical Source data.
Source Data Fig. 5 Statistical Source data.
Source Data Fig. 5 Unprocessed western blots.
Source Data Fig. 6 Statistical Source data.
Source Data Fig. 7 Statistical Source data.
Source Data Fig. 8 Statistical Source data.
Source Data Extended Data Fig. 1 Statistical Source data.
Source Data Extended Data Fig. 2 Statistical Source data.
Source Data Extended Data Fig. 3 Statistical Source data.
Source Data Extended Data Fig. 4 Statistical Source data.
Source Data Extended Data Fig. 5 Statistical Source data.
Source Data Extended Data Fig. 6 Statistical Source data.
Source Data Extended Data Fig. 7 Statistical Source data.
Source Data Extended Data Fig. 8 Statistical Source data.
Source Data Extended Data Fig. 9 Statistical Source data.
Source Data Extended Data Fig. 10 Statistical Source data.

# Supplementary material for: Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs
**Source:** Nat Cancer. 2022 Apr 25;3(4):486–504. doi: 10.1038/s43018-022-00353-6
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

- Living Image (version 4.4)
- Quant Studio Real-Time PCR Software v1.3
- BD FACSDiva Software (version 8.0.1)

#### Data analysis

- GraphPad Prism 8 (version 8.4.1)
- Chipster (version 3.8)
- GSEA Software (version 4.0.3)
- Database for Annotation, Visualization and Integrated Discovery (DAVID) (version 6.8)
- R (version 3.5 & 3.6)
- ZEN (black edition 2.1)
- Fiji extension of the ImageJ software (version 2.0.0)
- Living Image (version 4.4)
- Quant Studio Real-Time PCR Software v1.3
- FlowJo (version 10.6.1)
- MeV (version 4.9.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated and/or analyzed for the current study are available in the GEO repository (<https://www.ncbi.nlm.nih.gov/geo/browse/>) under the Accession names: GSE156354 (datasets generated in this study), GSE14020, GSE14018, GSE14769, GSE16795 (datasets analyzed in this study). Compiled datasets used in KM plotter: E-MTAB-365, GSE16716, GSE17907, GSE19615, GSE20271, GSE2034, GSE20711, GSE21653, GSE2603, GSE26971, GSE2990, GSE31519, GSE3494, GSE37946, GSE42568, GSE45255, GSE4611, GSE5327 and GSE7390 for relapse-free survival; GSE16716, GSE20271, GSE20711, GSE3494, GSE37946, GSE42568, GSE45255 and GSE7390 for overall survival. METABRIC discovery dataset (Curtis C. et al., Nature, 2012) was used for correlation analysis of breast cancer patient survival with VEGF/TLR4 signature, and for the stem cell signatures with ActB-S or S3A1-S. Gene set signatures analyzed in the current study are available in Molecular Signatures Database of the Broad Institute (<https://www.gsea-msigdb.org/gsea/msigdb/>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Statistical methods were not used to pre-determine sample sizes, however this was generally determined based on previous studies involving similar experiments (Oskarsson T. et al., Nat Med, 2011; Insua-Rodriguez J. et al., Embo Mol Med, 2018; Pein M. et al., Nat Commun, 2020). |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                              |
| Replication     | Biological replicates for each experiment are noted in figure legends.                                                                                                                                                                                                                |
| Randomization   | Mice were randomized from different cages and allocated to control and treatment groups for metastasis experiments. Other experiments were not randomized.                                                                                                                            |
| Blinding        | Immunohistochemistry and immunofluorescence images were acquired and analyzed in a blinded fashion. For other experiments blinding was not used.                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Flow cytometry:  
 - Anti-mouse CD45-PE, 1:3000, eBiosciences, Cat. 12-0451-83, Clone 30-F11  
 - Anti-mouse CD45-PE, 1:300, Biolegend, Cat. 103106, Clone 30-F11  
 - Anti-mouse CD45-BV785, 1:300, Biolegend, Cat. 103149, Clone 30-F11

- Anti-mouse CD3e-AF700, 1:300, Biolegend, Cat. 152315, Clone 500A2
- Anti-mouse CD4-APC, 1:300, Biolegend, Cat. 100411, Clone GK1.5
- Anti-mouse CD11b-PE, 1:300, Biolegend, Cat. 101207, Clone M1/70
- Anti-mouse CD11b-PE, 1:3000, BD Biosciences, Cat. 553311, Clone M1/70
- Anti-mouse CD11b-PE/Cy7, 1:1000, eBioscience, Cat. 25-0112-82, Clone M1/70
- Anti-mouse CD25-PerCP/Cy5.5, 1:300, Biolegend, Cat. 101911, Clone 3C7
- Anti-mouse CD49b-PE/Cy7, 1:300, Biolegend, Cat. 108921, Clone DX5
- Anti-mouse CD64-BV421, 1:100, Biolegend, Cat. 139309, Clone X54-5/7.1
- Anti-mouse CD64-PE/Dazzle594, 1:300, Biolegend, Cat. 139319, Clone X54-5/7.1
- Anti-mouse CD69-BV510, 1:300, Biolegend, Cat. 104531, Clone H1.2F3
- Anti-mouse CD152 (CTLA4)-PE/Dazzle594, 1:300, Biolegend, Cat. 106317, Clone UC10-4B9
- Anti-mouse F4/80-Alexa647, 1:400, eBioscience, Cat. 51-4801-80, Clone BM8
- Anti-mouse FoxP3-AF488, 1:300, Biolegend, Cat. 126406, Clone MF-14
- Anti-mouse CD223 (Lag3)-PE/Cy7, 1:300, Biolegend, Cat. 125226, Clone C9B7W
- Anti-mouse Ly6G-PerCP/Cy5.5, 1:300, Biolegend, Cat. 127615, Clone 1A8
- Anti-mouse MerTK-PE/Cy7, 1:300, Biolegend, Cat. 151521, Clone 2B10C42
- Anti-mouse MerTK-PE, 1:100, eBioscience, Cat. 12-5751-82, Clone DS5MMER
- Anti-mouse CD279 (PD1)-BV421, 1:300, Biolegend, Cat. 135217, Clone 29F.1A12
- Anti-mouse CD170-Alexa647, 1:200, BD Pharmingen, Cat. 562680, Clone E50-2440
- Anti-mouse CD170-APC, 1:300, Biolegend, Cat. 155507, Clone S17007L
- Anti-mouse TIGIT-PE, 1:300, Biolegend, Cat. 142103, Clone 1G9
- Anti-mouse CD366 (Tim3)-APC, 1:300, Biolegend, Cat. 134007, Clone B8.2C12
- Anti-mouse CD326 (EpCAM)-PE, 1:250, eBioscience, Cat. 12-5791-83, Clone G8.8
- Anti-mouse CD140a-APC, 1:50, eBioscience, Cat. 17-1401-81, Clone APA5
- Anti-mouse CD140b-APC, 1:50, eBioscience, Cat. 17-1402-82, Clone APB5
- Anti-mouse CD31-PE-Cy7, 1:500, eBioscience, Cat. 25-0311-82, Clone 390
- Anti-mouse Gr1-APC, 1:2000, Invitrogen, Cat. 17-5931-82, Clone RB6-8C5

#### Magnetic-activated cell sorting:

- Anti-mouse CD31, 1:25, BD Pharmingen, Cat. 550274, Clone Mec13.3

#### Immunohistochemistry:

- Anti-human Vimentin, 1:400, Novocastra™, Leica Biosystemsclone, product code NCL-L-VIM-572, Clone SRL-33
- Anti-human CD31, Ready-to-use, Roche, Cat. 05463475001
- Anti-human SCGB3A1, 1:50, Bioss Antibodies, Cat. bs-6397R
- Anti-human LAMA1, 1:50, Invitrogen, Cat. PA5-111038

#### Immunofluorescence:

- Anti-GFP, 1:1000, abcam, Cat. ab290
- Anti-GFP, 1:1000, abcam, Cat. ab13970
- Anti-mouse CD31, 1:100, BD Pharmingen, Cat. 550274, Clone Mec13.3
- Anti-mouse CD31, 1:50, abcam, Cat. ab28364
- Anti-mouse Cleaved caspase 3, 1:250, Cell Signaling, Cat. 9579, Clone D3E9
- Anti-mouse F4/80, 1:100, Invitrogen, Cat. 14-4801-82, Clone BM8
- Anti-mouse TNF, 10 ug/ml, R&D Systems, Cat. AF410
- Anti-human TNC, 1:4000, ThermoFisher Scientific, Cat. MA1-26779, Clone BC-24
- Anti-human Ki67, 1:200, ThermoFisher Scientific, Cat. 14-5698-82, Clone SolA15
- Anti-mouse VEGFR1, 1:25, R&D Systems, Cat. AF471

#### Immunocytochemistry

- Anti-Paxillin, 1:1000, BD Transduction Laboratories, Cat. 610051
- Anti-Cleaved caspase 3, 1:250, Cell Signaling, Cat. 9579, Clone D3E9

#### Western blot:

- Anti-human Cleaved caspase 3, 1:500, Cell Signaling, Cat. 9664, Clone 5A1E
- Anti-human Caspase 3, 1:1000, Cell Signaling, Cat. 9662
- Anti-human Vinculin, 1:1000, Cell Signaling, Cat. 4650

#### Neutralizing Antibodies:

- Anti-human/mouse VEGFA, 5 or 10 mg/kg, provided from Genentech, clone B20.4.1.1
- Anti-mouse VEGFR2, 40 mg/kg, BioXcell, Cat. BE0060, Clone DC101
- Anti-mouse Ly6G, 20 mg/kg, BioXcell, Cat. BE0075-1, Clone 1A8
- Anti-human Integrin beta1, 2.5 ug/ml, Merck, Cat. MABT409, Clone AIIIB2

#### Validation

Primary antibodies used in this study have been validated by the respective companies for the respective species and applications. We used isotype controls as negative controls. Validation statement for each primary antibody is provided on the manufacture's website. Anti-human/mouse VEGFA antibody (B20.4.1.1) was provided by Genentech and validated in previous publication (Liang W.C. et al., J Biol Chem, 2006).

## Eukaryotic cell lines

### Policy information about [cell lines](#)

#### Cell line source(s)

MDA-MB-231, 4T1, HEK293T, RAW264.7 and HL60 cells were from ATCC. MDA231-LM2 was generated by the Massagué lab by in vivo selection using the breast cancer cell line MDA-MB-231 (Minn et al., Nature, 2005). E0771 cells were obtained from

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                   | CH3 BioSystems. SUM159 cell line was obtained from Asterand Bioscience. SUM159-LM1 was generated by the Oskarsson lab by in vivo selection using the breast cancer cell line SUM159 (Insua-Rodríguez et al, EMBO Mol Med, 2018). ST1.6R cell line was generated and provided by R. E. Unger and C. J. Kirkpatrick (Unger et al., Microvascular Res, 2002).                                             |
| Authentication                                                    | Cell lines were authenticated using Multiplex Cell Authentication (MCA) by Multiplexion (Heidelberg, Germany). Cell line Identification was done using Single Nucleotide Polymorphism (SNP)-profiling and the complete genotype information is compared to a reference database of currently 850 distinct reference cell lines authenticated Short tandem repeat (STR) Profiling.                      |
| Mycoplasma contamination                                          | The purity of cell lines was validated using the Multiplex cell Contamination Test (McCT) by Multiplexion (Heidelberg, Germany). Contaminations are detected with specific primer sequences in a multiplex PCR targeting cellular, bacterial and viral genome regions followed by hybridization using specific oligonucleotide probes. No Mycoplasma, SMRV or interspecies contamination was detected. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines listed in the ICLAC database were used.                                                                                                                                                                                                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | NOD Scid gamma (NSG) mice from in-house breeding, BALB/c mice (Janvier Labs or Envigo), and C57BL/6 mice (Jackson Laboratory) were used for experiments. Only female mice were used for the study and mice were 6-12 weeks of age. Mice were housed in individually ventilated cages with control of temperature (approx. 22 °C) and humidity (50%) under 12-12 h light-dark cycle. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Animal care and procedures were approved by the governmental review board of the state of Baden-Wuerttemberg, Regierungspraesidium Karlsruhe, and followed the German legal regulations.                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | The study involves human material of archived lung metastasis tissue sections. Archived samples were acquired from the National Center for Tumor Diseases (NCT) in Heidelberg. The samples correspond to tissue sections of lung metastasis lesions from female breast cancer patients. |
| Recruitment                | 11 cases of breast cancer metastasis in lungs were identified using the database of the Institute of Pathology in University Hospital Heidelberg. Patients gave written informed consent.                                                                                               |
| Ethics oversight           | The study on human breast cancer metastases were approved by the ethics committee of the University of Heidelberg Medical Faculty (S-716/2018) and conformed to the principles of the WMA Declaration of Helsinki and the Department of Health and Human Service Belmont Report.        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | For flow cytometric analysis and sorting of cells obtained from mouse lungs, lungs were digested at 37 °C in PBS supplemented with 0.5 % Collagenase, 1 % Dispase and 30 ug/ml DNase for 45 min. Single cell suspensions were obtained by filtering through 70 um nylon filters and red blood cells were lysed with ACK lysis buffer. Cells were then counted on a ViCell Automated Cell Counter to ensure use of sufficient amounts of antibodies. Mouse FcR Blocking Reagent was used to block unwanted binding of antibodies to mouse cells expressing Fc receptors for 10 min on ice. Cells were then stained for 30 min on ice with the fluorescence-conjugated antibodies in the dark. Afterwards, cells were washed three times, resuspended in FACS buffer containing DAPI. |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | FSR Fortessa (BD), FACSAria I (BD), FACSAria II (BD) or Attune NXT (ThermoFisher Scientific)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Software                  | Data collection:<br>BD FACSDiva Software version 8.0.1 (BD) or Attune NXT analyzer (ThermoFisher Scientific)<br>Data analysis:<br>FlowJo version 10.6.1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | Sorting purities were evaluated by acquisition of post-sort fractions directly after the sort using the same gates for sorting. Purities were generally above 90 %.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Gating strategy           | <p>Gating strategy for lung endothelial cell isolation is shown in Extended Data Fig. 1c. Briefly, cells were gated on FSC-A/SSC-A, doublets were excluded by FSC-H/FSC-A and dead cells were excluded by DAP stain. Gating for DAPI was determined using unstained control. Cancer cell exclusion was done by gating on GFP-negative cell fraction, and the gate boundary was determined by acquisition of a healthy lung sample that does not contain GFP-positive cancer cells. Endothelial cells were gated on the PE-negative, APC-negative and PE-Cy7-positive fraction, where PE and APC stain were panels of negative selection markers of which individual antibody concentrations had been adjusted to similar fluorescence intensities during acquisition. Gates for PE-Cy7-positive fractions were set based on PE-Cy7-unstained controls and confirmed with PE-Cy7-conjugated isotype controls to ensure specific staining.</p> <p>For gating strategies of lung macrophages and neutrophils, cells were gated on FSC-A/SSC-A, doublets were excluded by FSC-H/FSC-A, dead cells were excluded by DAPI stain, and F4/80-Alexa647-positive macrophages, MerTK/CD64-positive macrophages, MerTK/CD64/CD170-positive and CD11b-negative alveolar macrophages, MerTK/CD64/CD11b-positive and CD170-negative interstitial macrophages or Ly6G-APC-positive/CD11b-PE-positive neutrophils were gated.</p> <p>For gating strategies of T-cells with exhaustion markers, cells were gated on FSC-A/SSC-A, doublets were excluded by FSC-H/FSC-A, dead cells were excluded by Live-dead staining, and CD3e-positive T-cells with exhaustion markers (Lag3, CD69, CTLA4, PD1, TIGIT or Tim3) were gated.</p> <p>For gating strategy of regulatory T-cells and NK cells, cells were gated on FSC-A/SSC-A, doublets were excluded by FSC-H/FSC-A, dead cells were excluded by Live-dead staining, and CD4/CD25/FOXP3-positive cells (regulatory T-cells) or CD45/CD49b-positive cells (NK cells) were gated.</p> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs
**Source:** Nat Cancer. 2022 Apr 25;3(4):486–504. doi: 10.1038/s43018-022-00353-6

# Source data

## Related to Fig. 5b

Uncropped western blot images for caspase 3, cleaved caspase 3 and vinculin.  
Red boxes indicate the area used for figure.

Caspase 3 and Cleaved caspase 3

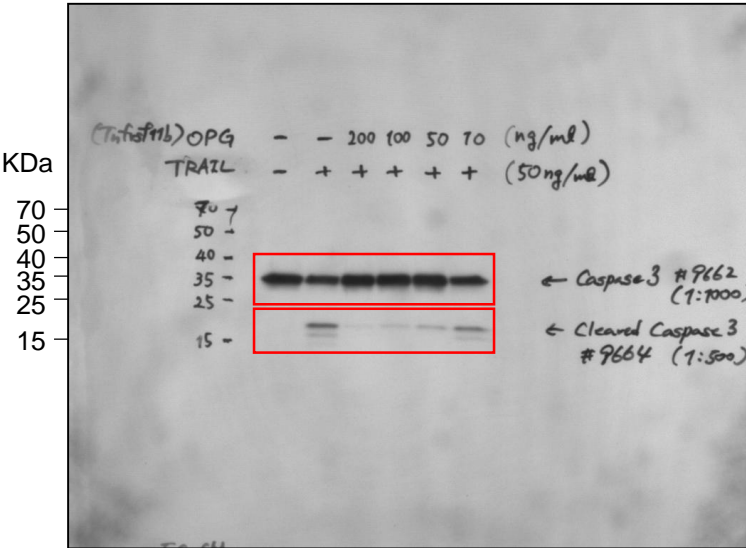

Vinculin

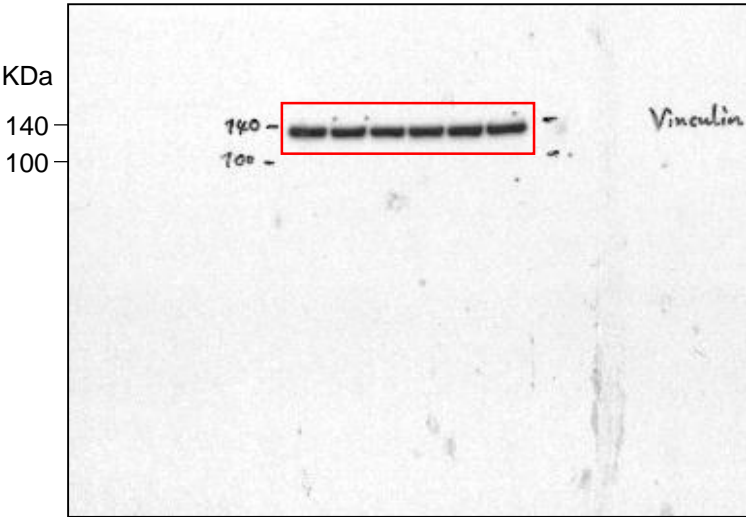

**Supplement:** Source Data Fig. 5 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

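Lung ECs were measured on Affymetrix mouse genome arrays in 4 groups of 3 arrays, healthy lungs (control) and lungs at weeks 1, 2 and 3 after intravenous injection of MDA231-LM2 cells into mice. The sort kept cells with CD31 and left out cells with CD45, CD11b, EpCAM, CD140a, CD140b or GFP. The deposited log2 values are 1 signal per probe set and array, background-corrected, quantile-normalized and summarized by robust multiarray average by the authors in Chipster, as the methods of the paper describe, and the values were used as deposited. They lay between 5.27 and 14.1, and the array medians were all 8.13. No filter is stated, and none was applied beyond setting aside 64 array control probe sets of 45101, which left 45037. Of these, 34945 carry 1 gene symbol, 932 several and 9160 none, and a gene was read only from a probe set with 1 symbol. Where a gene had more than 1 probe set (9010 of 18193 genes), the probe set with the highest mean over the 12 arrays was used.

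Groups were compared 2 at a time with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes statistics with default settings), since the methods of the paper name a 2-group empirical Bayes test with Benjamini–Hochberg correction. The correction covered all 45037 probe sets, and a gene counted as risen or fallen at an adjusted p below 0.05. Adjusted p-values of genes are from limma throughout. All 3 weeks share the control arrays, so the overlap between weeks and the correlation of their fold changes were set beside 50 simulations. In these, unchanged groups were compared with common control arrays, which were simulated too. Sets of genes were tested with camera, which is part of limma, at a preset correlation of 0.01 and also with an estimated correlation, and with fry. Their adjusted p-values were corrected over the lists of the same kind. Principal components were computed from probe sets centred and not scaled. For averaged z-scores, each gene was scaled over the 12 arrays and averaged over a list in each array. These scores and the principal components were tested by exact two-sided permutation of the arrays. For 3 arrays against 3, the smallest p is 0.1, so the z-scores were tested for week 3 against the other 9 arrays. The remaining steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

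There were 18 program lists, 20 cell type lists and 1 list of transcripts induced by tissue dissociation, all written from general knowledge. The program lists cover DNA replication, mitosis, MYC and ribosome biogenesis, interferon-stimulated genes, antigen presentation, TNF and NF-κB inflammation, oxidative and nitrosative stress, the TGF-β and WNT responses, tip cells and angiogenesis, endothelial junctions, VEGFR2 signaling and permeability, basement membrane and matrix, complement, hypoxia and glycolysis, fatty acid handling, shear stress and quiescence, and endothelial–mesenchymal transition. The gene sets of the paper's enrichment analyses are not used here. Supplementary Tables 3, 4 and 5 gave 3 more lists, which the study chose on these arrays. The genes named in the text are the 10 largest rises and 10 largest falls past the threshold whose arrays did not overlap, for each week against control and for week 3 against week 2, then 2 to 4 members of each list with the largest fold changes, the genes that the paper names for these arrays, the 12 genes with the largest fold change in Supplementary Table 5 (whose values had been seen), and the genes of the sort. Some members of the lists are not reported here.

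The test was tried on simulated data with the spread of these arrays. With a true log2 change of 1, it recovered 34 of 67 genes for week 3 against control, 39 of 67 for week 2 and 22 of 67 for week 1, and with a log2 change of 2 it recovered 60, 63 and 56 of 66. With a log2 change of 0.5 it recovered at most 1 of 67, and it made from 1 to 3 false calls per comparison. The correlation between 2 arrays of a group was between 0.973 and 0.983, and between arrays of different groups it was between 0.961 and 0.981. The replicate numbers in the labels do not pair the arrays: deviations from the group means correlated between same-numbered arrays by -0.10 to 0.06, and 5 of 18 pairs correlated best with their own number.

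The alternatives tried were all groups in one fit, the replicate number as a block, each array left out in turn, the deposited values quantile-normalized again or centred on their medians, probe sets above the median of all values in at least 3 arrays, probe sets without _x_at and _s_at suffixes, genes by the mean of their probe sets, a trended and robust variance, array weights, the other set tests, scaled probe sets for the principal components, and other choices of probe set for the z-scores and the secreted protein genes. The unnamed z-scores printed for Fig. 1h,i and Extended Data Fig. 1g,h and 7k,l were compared with the z-scores of every probe set within 0.001, and 0 of them matched exactly 1 gene in any panel, so these gene sets were left out.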

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

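The tests of the share of ECs and of the share of leukocytes were chosen only after the result was seen, and the reference without control arrays was also added after seeing the data, whereas the tests of carried-over RNA, of tissue handling and of other splits were set before.

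Markers of fibroblasts (median log2 fold change of -1.12 at week 3), mural cells (-0.43), alveolar type 1 cells (-1.50), alveolar type 2 cells (-0.99) and airway epithelium (-0.37) were lower than in control with a preset correlation. They did not pass with an estimated one (adjusted p = 0.135 for the first 3, 0.147 and 0.574 for the other 2). The paper checked the purity of the sorts with markers of further stromal cells (Extended Data Fig. 1d). It does not discuss lower levels of such markers at week 3. The sort on EpCAM and CD140a/b should remove fibroblasts, mural cells and epithelium. A lower share of ECs in the control sorts would raise the markers of other cell types in control. Among markers above the median signal in control, the 28 of blood cells had a mean log2 fold change of 0.04 at week 3. The 43 of fibroblasts, mural cells and epithelium had one of -0.85 (difference of 0.89, standard error 0.12). This argues against a lower share only if all other cell types entered the sorts alike and blood cells did not increase by week 3. Neither was tested. CD140a/b was stained in another channel than CD45, CD11b and EpCAM, and the paper reports more interstitial macrophages in metastatic lungs. A lower share of ECs in control therefore cannot be told apart from other causes at week 3. Nor can it at weeks 1 and 2, where both groups of markers were lower than in control (means of -0.59 and -0.95, difference of 0.36, standard error 0.11). RNA of fibroblasts, mural cells and epithelium carried over into the sorts may account for part of the 479 genes that fell at week 3. It cannot be told apart from a change within ECs. The 448 fallen genes outside the markers had a median within-group correlation of 0.28 with the marker mean (0.51 among the markers and -0.01 for 422 risen genes). That is just under the 0.3 set in advance for carry-over and above the 0.1 set for none. With control arrays left out, week 3 against weeks 1 and 2 gave 387 higher and 193 lower genes. A loss of these cells from injected lungs stays open as well and was not tested.

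Genes of mitosis were higher at week 3 than in control, at week 1 and at week 2 with a preset correlation, but not with an estimated one (adjusted p = 0.199, 0.125 and 0.108). A larger share of cycling leukocytes in the week 3 sorts, which the sort on CD45 should prevent, cannot be told apart from cycling ECs: the 21 blood cell markers above the median signal in control had a median log2 fold change of 0.15 (SD over markers 0.47), and 0 of the 21 reached the mitosis median of 1.56, but their level in control would hide a small added share. With control arrays left out, 29 of 39 mitosis genes were higher at week 3 (median 1.62, adjusted p = 3.84e-40, and 0.0477 with an estimated correlation). More cycling among a constant number of leukocytes, and transcripts of the injected human cells, which carry GFP and which the sort should remove, stay open, since neither was tested, and pan-leukocyte markers had a median of 0.81 against week 2. The paper reports that EC numbers correlated with those of cancer cells (Fig. 1d), from which it proposes active EC proliferation. It also reports that antibodies against VEGF or VEGFR2 repressed proliferation signatures in lung ECs, and that macrophage depletion left EC proliferation genes unaffected. Those experiments are not part of these arrays. From these arrays alone, that ECs at week 3 may cycle more remains a hypothesis.

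The TNF and NF-κB list was not higher at week 3, while transcripts induced by tissue handling, a list outside those that the paper discusses, were lower (median log2 fold change of -0.47, with 6 of 16 fallen, adjusted p = 1.36e-08, adjusted p = 0.147 with an estimated correlation). A loss of such transcripts may hide a rise of the TNF and NF-κB list: with the within-group slope on the handling score removed, its z-score difference was 0.46 instead of 0.07 (limits of -1.20 and 2.13, exact permutation test, p = 0.0636). These limits include 0 and exceed the 1.86 of the mitosis list, so a hidden rise cannot be told apart from no rise. The slope itself (0.29, within-group correlation of 0.22) rests on few arrays.

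Direct tests between weeks gave a difference in the response: 382 genes passed the threshold between week 2 and week 3 and 153 between week 1 and week 3 (14, 52 and 33 without week 1 replicates 1, 2 and 3, and 30, 36 and 0 without week 3 replicates 1, 2 and 3). Of the program lists, 10 differed between week 2 and week 3, 12 between week 1 and week 3 and 8 between week 1 and week 2 with a preset correlation, and 0, 2 and 0 with an estimated one. Markers of systemic venous ECs, which the paper does not discuss, had a median log2 fold change of 0.57 at week 3 (adjusted p = 8.95e-04 from camera, adjusted p = 0.135 with an estimated correlation). Markers of mast cells and basophils had a median of 0.61 (adjusted p = 0.00493 from camera, adjusted p = 0.147 with an estimated correlation).

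For each comparison of 3 arrays with 3, the 10 splits are too few for a share below 0.05. The real split gave 9 genes at week 1, 44 at week 2, 912 at week 3, 382 between week 2 and week 3 and 153 between week 1 and week 3, and the highest other split gave 0 in each (1 of 10 splits as high). Between week 1 and week 2, all 10 splits gave 0. For the program lists, the real split gave 6 at week 1 (2 splits as high, highest other 7), 5 at week 2 (highest other 4), 8 at week 3 (highest other 7), 10 between week 2 and week 3 (highest other 8), 12 between week 1 and week 3 (highest other 8) and 8 between week 1 and week 2 (highest other 7). Of the secreted protein genes, 37 passed the study's thresholds and 7 were at least 3.5-fold higher, with 0 in the highest other split for both, but the study chose these genes on the same arrays for week 3 against control, so the real split was bound to be the highest.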

How the results depend on the processing

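Of 1267 values under alternatives of 95 results, 1104 kept their direction and their side of the threshold, 77 no longer passed it, 3 came to pass it, 71 moved and 12 changed sign. The 2 alternatives chosen after seeing the data were weeks 1 and 2 as the reference with controls left out and the probe set nearest to the source data, and the exact match to the source data was not run, since 0 genes matched. The shares of the principal components and list tests of interferon-stimulated and tip cell genes at week 3 kept their calls under each alternative run. So did the week 3 GSP58 count at the study's thresholds. Renewed quantile normalization and median centring could change little, because the deposited values were already quantile-normalized. All results kept their calls under both, except the z-score difference of WNT. That difference no longer passed with median centring (-0.36, exact permutation test, p = 0.05). Signal over background limits dim probe sets, and leaving them out lowers the number of tests. The cause was not tested for the values below.

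Counts of genes past the threshold moved as follows. With all groups in one fit they were 169 at week 1, 106 at week 2, 1 between weeks 1 and 2, 605 between weeks 2 and 3 and 530 between weeks 1 and 3, and overlaps were 21 higher and 46 lower for weeks 1 and 2, 30 and 92 for weeks 1 and 3, and 35 and 48 for weeks 2 and 3. With the replicate block they were 0 at week 1, 0 at week 2, 378 at week 3, 0 between weeks 2 and 3 and 3 between weeks 1 and 3. Without dim probe sets they were 139 at week 1, 90 at week 2 and 582 between weeks 2 and 3. With the mean of probe sets they were 181, 134 and 1426 at weeks 1, 2 and 3, 713 between weeks 2 and 3 and 368 between weeks 1 and 3. With a trended and robust variance they were 188 at week 1, 115 at week 2, 5 between weeks 1 and 2, 776 between weeks 2 and 3 and 435 between weeks 1 and 3. With array weights the count at week 1 was 57, and with controls left out week 3 gave 580. Without each array in turn, the counts were 0 to 6 at week 1, 0 to 26 at week 2, 330 to 503 at week 3, 0 to 137 between weeks 2 and 3 and 0 to 52 between weeks 1 and 3.

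With an estimated correlation, 0, 2 and 3 program lists passed at weeks 1, 2 and 3 and 0 between weeks 2 and 3, and DNA replication (median 0.96) and mitosis (median 1.56) no longer passed at week 3 (adjusted p = 0.199). With fry, 2 program lists passed at week 1 and 9 at week 2. The median of the TNF and NF-κB list at week 3 was 0.042 with controls left out and ranged from -0.15 to 0.019 without each array in turn, and that of oxidative and nitrosative stress from -0.055 to 0.0535. The z-score difference of the TNF and NF-κB list was -0.24 with all probe sets, -0.059 against control alone and -0.057 to 0.14 without each array, that of oxidative and nitrosative stress -0.018 to 0.25 and that of WNT 0.071 with all probe sets and -0.42 to -0.31 without each array, where it no longer passed for 7 of 12 arrays. That of the interferon list ranged from 1.30 to 1.47 and did not pass without week 3 replicate 1, 2 or 3. There the two-sided test cannot decide, because pairs of control arrays were as extreme in the other direction. The medians of lists at week 1 ranged from 0.05 to 0.38 for mitosis and 0.16 to 0.20 for antigen presentation. Those at week 2 ranged from -0.08 to -0.02 for TGF-β. Mitosis at week 1 did not pass without control replicate 2 or 3 or week 1 replicate 2 (adjusted p = 0.168, 0.332 and 0.197). Antigen presentation at week 1 did not pass without control replicate 2 or 3 or week 1 replicate 2 or 3 (adjusted p from 0.0980 to 0.116). Nor did it pass with the replicate block (adjusted p = 0.0669). TGF-β at week 2 did not pass without control replicate 2 (adjusted p = 0.0529).

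The week 2 fold change of Inhbb did not pass with the replicate block or without _x_at and _s_at probe sets (log2 1.68 in both, adjusted p = 0.0906 and 0.0506) or without any one array (1.52 to 1.85). That of Lama1 (log2 0.96) passed with all groups in one fit, without dim probe sets and with the mean of probe sets. Tnfrsf11b at week 3 did not pass with the replicate block (log2 1.36, adjusted p = 0.0703), ranged from 1.16 to 1.56 without each array, and at week 1 ranged from -0.27 to 0.032. Between week 2 and week 3, the rises of Lama1, Scgb3a1 and Tnfrsf11b (log2 0.83, 1.59 and 1.10) did not pass with the replicate block (adjusted p = 0.107, 0.0917 and 0.103). The GSP58 count past adjusted p was 16 to 22 without each array.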

Differences from the paper's values

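Supplementary Table 5 lists a log2 fold change between week 3 and control for each of the 58 genes, and 53 of these were measured here. The paper's value was the larger one for 43 of the 53. The difference exceeded the replicate SD for 24 of the 53, of which 23 had the larger value in the paper. For the following genes, no alternative set before the data were examined brought the value within that SD: Cxcl10 (the paper's 3.47, here 2.77), Vwa1 (the paper's 2.8, here 2.38), Olr1 (the paper's 2.52, here 1.74), Tnfrsf11b (the paper's 2.05, here 1.36), Lama1 (the paper's 1.96, here 1.79), Cxcl13 (the paper's 1.88, here 1.08), Retnla (the paper's 1.75, here 0.90), Ccl3 (the paper's 1.72, here 1.02), Cxcl9 (the paper's 1.64, here 1.84), Mcpt8 (the paper's 1.6, here 1.02), Nts (the paper's 1.33, here 0.72), Pla1a (the paper's 0.91, here 0.61), Cd109 (the paper's 0.9, here 0.51) and Csf2 (the paper's 0.81, here 0.36).

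For the other 10 genes, the alternatives named here came within the replicate SD and the rest of the alternatives set before the data were examined did not. Lalba (the paper's 2.25, here 1.99) did so without control replicate 3, week 3 replicate 2 or week 3 replicate 3. Cfb (the paper's 1.96, here 1.70) and C1qb (the paper's 1.85, here 1.40) did so without week 3 replicate 2. Col18a1 (the paper's 1.46, here 1.19) and Pdgfc (the paper's 1.09, here 0.63) did so without _x_at and _s_at probe sets. S100a8 (the paper's 1.32, here 0.88) did so without control replicate 1, and Saa3 (the paper's 1.24, here 0.74) without control replicate 2 or week 3 replicate 2. Mmp13 (the paper's 1.2, here 0.52) did so without week 3 replicate 3, S100a9 (the paper's 1.12, here 0.73) without control replicate 1, control replicate 2 or week 3 replicate 3, and Galnt1 (the paper's 0.92, here 0.61) with the mean of probe sets.

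At least 3.5-fold induction was listed by the paper's table for 12 genes and was found here for 7. The niche genes Lama1 (3.46-fold) and Tnfrsf11b (2.56-fold) were not among the 7. With any probe set of the gene, and without control replicate 1, control replicate 2, week 3 replicate 1 or week 3 replicate 2, 8 genes reached it, which is within 1.5 times of the paper's count, and the other alternatives gave 6 or 7. The legend of Fig. 3a writes this threshold on the log2 scale, on which 0 genes pass both here and in the paper's table. At the thresholds of the legend of Fig. 1j, the paper lists 58 genes and 37 of the 53 measured passed here, with 42 at most (without control replicate 1 or 2), 40 with any probe set of the gene, and 38 with the probe set nearest to the source data, which was chosen after seeing the values. In Supplementary Table 5, 2 genes carry an FDR smaller than their p, which a Benjamini–Hochberg correction cannot give.

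The paper takes Extended Data Fig. 7k,l as a sign of high responses to TNF and NO in ECs from metastatic nodules. The list of TNF and NF-κB inflammation used here, which is not the paper's gene set, had a median log2 fold change of -0.08 against control (adjusted p = 0.707) and one of 0.13 against week 1 (adjusted p = 0.00806, adjusted p = 0.239 with an estimated correlation), with Relb higher and Ier3 lower against control. The list of oxidative and nitrosative stress had a median of 0.02 (adjusted p = 0.833). The paper states that vascular changes linked to permeability were observed at week 3 (Extended Data Fig. 1h), whereas the list of VEGFR2 signaling and permeability had a median of -0.02 (adjusted p = 0.591), although Nrp2 and Axl in it rose between week 2 and week 3. In the paper's own source data, the mean z-score of week 3 minus that of the other groups is positive for each of these 3 panels (the paper's 0.50 over 59 unnamed genes for TNF, the paper's 0.71 over 37 for NO and the paper's 0.39 over 26 for permeability), and none of them matched exactly 1 gene within 0.001. The paper lists targets of TGF-β and WNT as higher at week 3 (Extended Data Fig. 1i and Supplementary Table 2), and here the TGF-β list had a median of -0.06 (adjusted p = 0.227) and the WNT list one of -0.18 (adjusted p = 0.125), with Tgfbi, Ccn2 and Ccnd1 higher and Id2 and Smad6 lower.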

Other observations

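With a preset correlation, genes of endothelial–mesenchymal transition were lower as a list at weeks 1 and 2 than in control. They were higher at week 3 than at week 2. Of these differences, only the fall at week 2 also passed with an estimated correlation. At week 1, 0 of 12 passed the test from limma and none had a positive fold change, with a list median of -0.34 (adjusted p = 1.62e-07, adjusted p = 0.0728 with an estimated correlation). At week 2, 2 of 12 fell, Acta2 and the collagen gene Col1a1 (log2 fold change of -1.11, standard error 0.12), and 0 rose, with a list median of -0.46 (adjusted p = 1.48e-08 from camera, and 0.0283 with an estimated correlation). From week 2 to week 3, 4 rose (Fn1, Col1a1, S100a4 and Acta2, log2 fold changes of 1.41, 1.29, 1.09 and 1.08, standard errors 0.15, 0.14, 0.17 and 0.13), with a median of 0.24 (adjusted p = 5.13e-04, adjusted p = 0.108 with an estimated correlation), so that at week 3 the list median was -0.04 against control (adjusted p = 0.688). Col1a1 also marks fibroblasts and Acta2 mural cells. The fibroblast list had medians of -0.67 and -1.01 against control at weeks 1 and 2, and the mural list -0.52 and -0.51. Of 10 genes of shear stress and quiescence, the NOTCH target gene Hes1 fell at week 3 (log2 fold change of -0.67, standard error 0.12), and the list did not pass its test (adjusted p = 0.583). Of 12 genes of fatty acid handling, 0 passed the test from limma at week 3 (list adjusted p = 0.873).

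Few markers of EC subtypes other than systemic venous ECs changed at week 3. Of 8 markers of aerocytes, the capillary ECs of gas exchange, Apln rose and Rprml fell (log2 fold change of -0.64, standard error 0.11), with a list median of -0.25 (adjusted p = 0.0370, adjusted p = 0.649 with an estimated correlation). Of 7 markers of general capillary ECs, Glp1r fell (log2 fold change of -0.52, standard error 0.11). Of 10 vein markers, Ackr1 rose and Car8 fell (log2 fold change of -0.73, standard error 0.15). The list adjusted p-values were 0.969 for general capillary ECs, 0.920 for vein, 0.717 for artery and 0.920 for lymphatic ECs. The pan-leukocyte and macrophage lists were lower at weeks 1 and 2 than in control with a preset correlation, but not with an estimated one. Of their members, 0 passed the test from limma. Pan-leukocyte medians were -0.66 and -0.51 (adjusted p = 1.61e-07 and 8.46e-07, adjusted p = 0.217 and 0.393 with an estimated correlation). Macrophage medians were -0.33 and -0.36 (adjusted p = 1.23e-04 and 0.00380, adjusted p = 0.108 and 0.393 with an estimated correlation). With fry, the macrophage list passed at week 1 (adjusted p = 0.0393) but not at week 2 (adjusted p = 0.227). The pan-leukocyte list passed at neither week with fry (adjusted p = 0.117 and 0.161). The neutrophil, lymphoid and mast cell lists did not pass at week 1 (adjusted p = 0.168, 0.877 and 0.936) or at week 2 (adjusted p = 0.841, 0.593 and 0.286). At week 3, the neutrophil, platelet, erythroid, lymphoid and mesothelium lists did not pass their tests (adjusted p = 0.171, 0.717, 0.908, 0.969 and 0.969), and only 3 erythroid markers were measured.

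Week 1 replicate 2 had a score of -54.0 on the second principal component. Without it, the share of variance between the groups was 48.5%, and it was 47.7% and 48.6% without week 1 replicates 1 and 3. Across all genes, the log2 fold changes of weeks 1 and 2, which share the control arrays, had a correlation of 0.663. Unchanged groups simulated against common, simulated control arrays had one of 0.500 (covariances of 0.0470 and 0.0172).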
